# Localization of *Kif1c* mRNA to cell protrusions dictates binding partner specificity of the encoded protein

**DOI:** 10.1101/gad.350320.122

**Published:** 2023-03-01

**Authors:** Megan L. Norris, Joshua T. Mendell

**Keywords:** RNA localization, RNA transport, kinesin, post-transcriptional regulation, protein–protein interactions

## Abstract

Subcellular localization of messenger RNA (mRNA) is a widespread phenomenon that can impact the regulation and function of the encoded protein. In nonneuronal cells, specific mRNAs localize to cell protrusions, and proper mRNA localization is required for cell migration. However, the mechanisms by which mRNA localization regulates protein function in this setting remain unclear. Here, we examined the functional consequences of localization of the mRNA encoding KIF1C. KIF1C is a kinesin motor protein required for cell migration and mRNA trafficking, including trafficking of its own mRNA. We show that *Kif1c* mRNA localization does not regulate KIF1C's protein abundance, distribution, or ability to traffic other mRNAs. Conversely, *Kif1c* mRNA localization to protrusions is required for directed cell migration. We used mass spectrometry to identify binding partners of endogenous KIF1C, which revealed dramatic dysregulation of the number and identity of KIF1C interactors in response to *Kif1c* mRNA mislocalization. These results therefore uncovered a mechanistic connection between mRNA localization to cell protrusions and the specificity of protein–protein interactions. We anticipate that this mechanism is not limited to *Kif1c* and is likely to be a general principle that impacts the functions of proteins encoded by protrusion-enriched mRNAs in nonneuronal cells.

## Abstract (precis)

In this study, Norris and Mendell sought to understand the mechanisms by which mRNA localization regulates protein function in nonneuronal cells during cell migration. They examined the functional consequences of localization of the mRNA encoding KIF1C, a kinesin motor protein required for cell migration and mRNA trafficking, and show that *Kif1c* mRNA localization does not regulate KIF1C's protein abundance, distribution, or ability to traffic other mRNAs and provide insight into a mechanistic connection between mRNA localization to cell protrusions and the specificity of protein–protein interactions.

Subcellular localization of mRNA is a widely occurring form of post-transcriptional regulation that can tune protein output in space and time. While mRNA localization has been most extensively studied in large, highly asymmetrical systems, such as oocytes and neurons, it also occurs in smaller cells including both mesenchymal and epithelial cell types (for review, see Engel et al. 2020; Gasparski et al. 2022). In nonneuronal migratory cells, disruption of mRNA localization to cellular protrusions routinely leads to defective cell migration and has been shown to affect processes in vivo including cancer cell invasion and blood vessel morphogenesis (Wang et al. 2017; Chrisafis et al. 2020; Costa et al. 2020; Moissoglu et al. 2020). It was predicted that mechanistic principles of mRNA localization in nonneuronal cells would be similar to those of neurons, but recent work has challenged that assumption. In neuronal systems, *cis*-elements in localized mRNAs are bound by RNA binding proteins, which are then carried by molecular motors into neurites and docked using the same or different proteins (Das et al. 2019). The mRNAs are generally translationally silent during transport and undergo local translation at their final site in the neurite, often in response to a stimulus. In contrast, global mRNA and protein localization patterns are not correlated in protrusions of nonneuronal cells (Mardakheh et al. 2015). Furthermore, at least some localized mRNAs are translated en route to nonneuronal cell protrusions, only to be translationally silenced at their destination (Moissoglu et al. 2019). Thus, the functional impact of mRNA localization to protrusions in nonneuronal cells cannot be directly inferred from principles established in neurons, necessitating further empirical characterization of the molecular and phenotypic consequences of mRNA mislocalization in nonneuronal cell types.

Work to date has revealed at least two classes of protrusion-localized RNAs in nonneuronal cells: those that require the tumor suppressor APC to localize (“APC-dependent”) and those that do not (“APC-independent”) (Mili et al. 2008; Wang et al. 2017). While important aspects of the localization mechanisms for both groups remain to be elucidated, key insights support the hypothesis that each group uses its own set of general principles for localization. For example, multiple APC-dependent mRNAs have been definitively shown or predicted to have guanine and adenine (GA)-rich *cis*-elements that mark them for trafficking (Chrisafis et al. 2020; Costa et al. 2020; Moissoglu et al. 2020; Arora et al. 2022). Many, if not all, APC-dependent mRNAs also require the kinesin KIF1C for trafficking (Pichon et al. 2021). Conversely, many APC-independent mRNAs, which include a large number of ribosomal protein mRNAs, use LARP family members to localize (Wang et al. 2017; Dermit et al. 2020; Goering et al. 2022). Intriguingly, these two classes of localized mRNAs seem to populate different types or stages of protrusions (Wang et al. 2017). A glimpse into the molecular consequences of localizing APC-dependent mRNAs has been provided by detailed studies of *Rab13*. Localization of *Rab13* mRNA to protrusions does not affect RAB13 protein abundance or distribution but regulates cotranslational loading of a key interacting partner (Moissoglu et al. 2020). Without this regulated loading, cells with mislocalized *Rab13* mRNA phenocopy RAB13 knockdown cells, exhibiting a migration defect. However, whether mRNA localization to protrusions commonly regulates protein–protein interactions or whether this mechanism is unique to *Rab13* remains to be determined.

Another representative APC-dependent mRNA is *Kif1c*, which encodes a kinesin-3 motor protein (Dorner et al. 1998). *Kif1c* is one of the most commonly localized mRNAs across cell types and has been observed in protrusions in diverse cell lines including HeLa, mouse fibroblasts (NIH3T3), and human umbilical vein endothelial cells (HUVECs) (Wang et al. 2017; Chouaib et al. 2020; Costa et al. 2020). Previous work has determined that the *Kif1c* 3′ UTR is sufficient to drive localization of reporter mRNAs and is predicted to include GA elements, similar to other APC-dependent mRNAs (Chrisafis et al. 2020; Costa et al. 2020; Moissoglu et al. 2020). KIF1C protein is required for directed cell migration and proper transport of α5β1 integrin to focal adhesions, specifically in the rear of the cell (Theisen et al. 2012). As described above, KIF1C also interacts with APC to traffic its own mRNA, as well as other APC-dependent mRNAs (Pichon et al. 2021). These studies paint a picture in which *Kif1c* mRNA localization is a carefully orchestrated process shared across organisms and cell types and predicts that *Kif1c* mRNA localization and protein function may be intertwined. Nevertheless, it is unclear whether localization of the *Kif1c* mRNA is required for proper KIF1C-mediated mRNA trafficking or cell migration.

Here, we tease apart the multiple functions of KIF1C and uncover their specific dependencies on mRNA localization. We found that *Kif1c* mRNA localization is dispensable for trafficking other APC-dependent mRNAs and has no effect on KIF1C protein abundance or distribution. Conversely, mislocalization of *Kif1c* mRNA leads to a broad reprogramming of KIF1C protein–protein interactions and results in defective cell migration. Thus, *Kif1c* mRNA localization appears to be critical for the establishment of distinct functional pools of KIF1C protein that are produced in different cellular compartments, thereby providing access to distinct sets of cargoes.

## Results

### Identification of *Kif1c* as a model localized RNA

To gain mechanistic insight into the manner by which mRNA localization to protrusions affects cellular behavior, we focused on the mouse melanoma cell line YUMM1.7. This cell line is phenotypically rich, amenable to genetic manipulation, and genetically engineered to resemble human melanoma through activated *Braf* and deactivated *Pten* and *Cdkn2a* (Fig. 1A; Meeth et al. 2016). To identify RNAs that are localized to protrusions in these melanoma cells, we carried out a candidate prioritization pipeline consisting of four phases: identification, comparative analysis, phenotypic screening, and *cis*-element identification.

**Figure 1.**
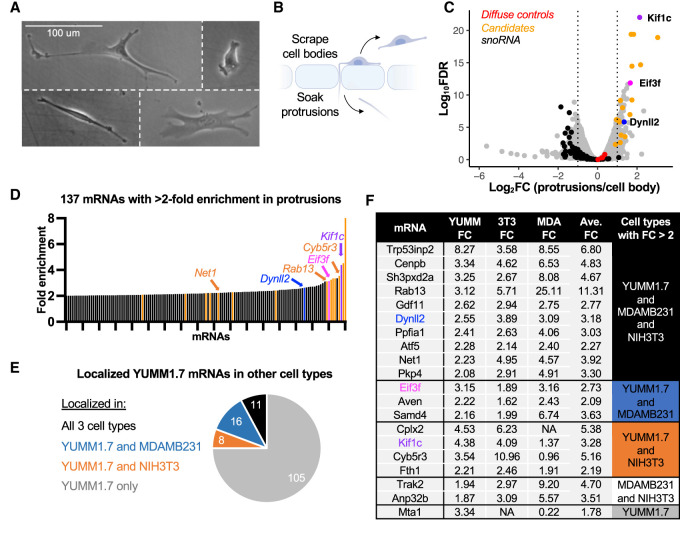
Identification and prioritization of mRNAs localized to protrusions in melanoma cells. (*A*) YUMM1.7 cells are a morphologically diverse and migratory cell type. (*B*) YUMM1.7 cells were fractionated into protrusions and cell bodies using microporous membranes. (*C*) RNA-seq results for fractionated YUMM1.7 cells. Control mRNAs such as *Ppia*, *Ywhaz*, *RhoA*, and *Arpc3* are uniformly distributed between protrusions and cell bodies (red dots), while nucleolar RNAs are depleted from protrusions (black). (*D*) Protrusion enrichment values for the top 137 localized mRNAs in YUMM1.7 cells. In *C* and *D*, *Dynll2*, *Eif3f*, *Kif1c*, and other candidate genes are denoted in color. (*E*) Thirty-five mRNAs that localize in melanoma cells are also localized in breast cancer cells (blue), embryonic fibroblasts (orange), or all three cell types (black). (*F*) Candidate mRNAs and their protrusion enrichment patterns in three nonneuronal cell lines. The table is arranged based on the candidates’ enrichments across three, two, or one cell type(s).

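In YUMM1.7 cells, the RNAs of snoRNA genes lay mainly on the cell body side. Of 111 snoRNA genes, whose products guide the modification of ribosomal RNA or of spliceosomal RNA, 44 were lower in protrusions and 0 were higher (limma, adjusted p under 0.05), with a median log2 fold change of -0.85. *Snord15b* fell from 324 ± 23.8 TPM (a transcript's length-scaled share of a library; SD, n = 2) in cell bodies to 83.3 ± 0.751 TPM (SD, n = 2) in protrusions, a log2 fold change of -1.95 (SE 0.11, adjusted p = 0.0185 from limma). *Snora74a* fell by 1.53 and *Snord22* by 1.42 on the log2 scale (adjusted p = 0.0273 from limma for each). These 3 had the smallest p of the class and were chosen after their values were seen. The class was set by gene symbol and includes *Scarna* genes, so its counts and median are not of nucleolar RNAs alone.
The mRNAs of the normalization controls differed little between the fractions. *Ppia*, which encodes cyclophilin A, was at 4360 ± 343 TPM (SD, n = 2) in cell bodies and 4870 ± 8.57 TPM (SD, n = 2) in protrusions, a log2 fold change of 0.16 with a 95% confidence interval of -0.12 to 0.45. *Ywhaz*, which encodes a 14-3-3 protein, had a log2 fold change of 0.11 with an interval of -0.24 to 0.46, and of -0.04 without cell bodies replicate 1. Both intervals exclude a 2-fold difference in either direction.
The class was tested against all other genes with limma's camera at a preset correlation of 0.01 (p = 1.83e-18), and p = 0.104 with an estimated correlation. The test with an estimated correlation rests on 2 residual degrees of freedom, so not passing it does not show a class without a shift. With the replicate number as a block, 71 snoRNA genes were lower and 2, *Snora36b* and *Snord8*, were higher. Adjusted over the list alone, 66 were lower. Without protrusions replicate 1, 28 were lower, and without any one of the other libraries 0 were. The authors' deposited values gave 25 lower, and a correction for GC content gave 26.

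**Figure D1:**
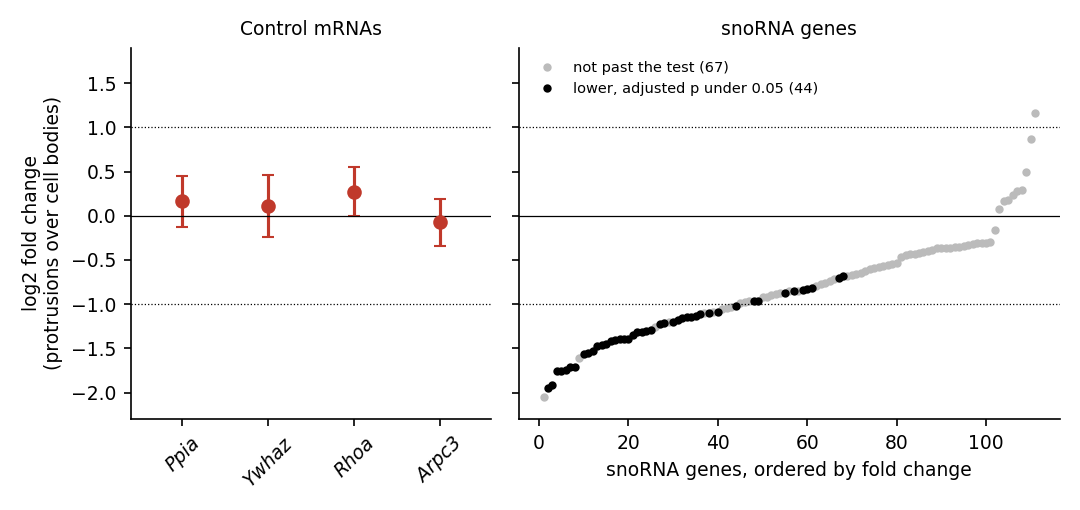
Left, log2 fold change of protrusions over cell bodies for *Ppia*, *Ywhaz*, *Rhoa* and *Arpc3* (points) with 95% confidence intervals (bars). Right, log2 fold change of 111 snoRNA genes in order of fold change, with the 44 that were lower in black and the 67 that did not pass the test in gray. Dotted lines mark 2-fold differences. The 4 controls lie between the lines, and most of the snoRNA genes lie below 0.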

#### Phase 1: identification

Cells were plated on microporous membranes coated on the underside with fibronectin. Protrusions, but not cell bodies, are able to fit through the 1-μm pores (Fig. 1B). Cell bodies were collected from the top of the membrane by scraping, followed by collection of protrusions by soaking the resulting membranes in lysis buffer. RNA was isolated from protrusion and cell body samples and subjected to RNA sequencing (RNA-seq) (Supplemental Table S1). 

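RNA from 4 libraries was compared, 2 of cell bodies and 2 of protrusions, each from 6 inserts with 1-µm pores. YUMM1.7 is a mouse melanoma cell line. The labels call the replicates biological, and Supplemental Table S1 heads the cell body and protrusion values of a replicate as paired. The kit kept small RNAs, ribosomal RNA was depleted, and reads were single and strand-specific. According to the paper's methods, reads were aligned to the mouse genome (mm10) with TopHat 2.0.12, and edgeR gave the differential expression. The submitters' processing notes instead name STAR and featureCounts, with edgeR and the same build.
The deposited table lists genes with their TPM in each library and the authors' log2 fold change, p-value and FDR. TPM is relative to the total of a library, so every comparison here is of shares of a fraction's RNA, not of molecules per cell. Whole reads assigned to genes were recovered from the ratios of the TPM values. They came to 29296923 and 25908391 in cell bodies replicates 1 and 2, and to 25864942 and 31002337 in protrusions replicates 1 and 2. The values below rest on TPM, and the reads give their depth.
Fold changes are differences of log2(TPM + 0.5) between the fraction means, which understates the change of genes at low TPM. They were tested two-sided with limma (trend) over the 11400 genes with a mean TPM of at least 1, and a gene was called at a Benjamini-Hochberg adjusted p under 0.05. The fit without a block has 2 residual degrees of freedom. In simulated data of this design it recovered 18.9% of 2-fold and 83.1% of 4-fold changes, and 0.0971% of its calls were false. The fit with the replicate number as a block recovered 79.6% of 2-fold changes, with 9.87% of its calls false, above the nominal 5%. The simulations changed 100 genes at each fold. In the data themselves, 65 of the 73 mRNAs at least 2-fold enriched passed without the block, so these shares may not carry over.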

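In protrusions, 341 of the 11400 genes were higher and 485 were lower than in cell bodies (limma, adjusted p under 0.05). At a mean TPM of at least 1 in cell bodies, 73 mRNAs were at least 2-fold higher, and all 73 were higher in both replicates, 38 of them at least 2-fold in each replicate alone. Of these, 65 passed the test, and 73 did with the replicate number as a block. The 10 genes with the largest called increases, microRNA and snoRNA genes left out, were *Trp53inp2*, *Cplx2*, *Kif1c*, *Cyb5r3*, *Cenpb*, *Mta1*, *Sh3pxd2a*, *Eif3f*, *Rab13* and *Prrc2a*. *Prrc2a*, which encodes an RNA-binding protein, rose from 21.7 ± 5.77 TPM (SD, n = 2) to 58.5 ± 1.10 TPM (SD, n = 2), a log2 fold change of 1.43 (SE 0.20, adjusted p = 0.0349 from limma).
The largest called decreases are given with microRNA genes, snoRNA genes and the long noncoding RNA *Mir17hg* left out. They included *Rnu12* and *Rnu11*, the U12 and U11 RNAs of the minor spliceosome, with log2 fold changes of -1.82 and -1.75. Both rest on few reads in protrusions replicates 1 and 2, 21 and 25 for *Rnu12* and 19 and 41 for *Rnu11*. *Spp1*, which encodes the secreted protein osteopontin, fell from 15302 ± 2767 TPM (SD, n = 2) in cell bodies to 6095 ± 68.9 TPM (SD, n = 2) in protrusions, a log2 fold change of -1.32 (SE 0.16, adjusted p = 0.0342 from limma). *Gja1*, which encodes the gap junction protein connexin 43, fell by 1.34 on the log2 scale, as did *Ackr3*, a chemokine receptor gene. The others were *4632427E13Rik* (-1.51), *C1galt1c1* (-1.36), *Ccdc47* (-1.27), *Serinc1* (-1.23) and *Lgals6* (-1.35), a near copy of *Lgals4* whose reads may be shared. *Lgals6* had only 11 and 10 reads in protrusions replicates 1 and 2.
With the block, 921 genes were higher and 1513 lower, and all 826 calls of the fit without it were kept. The authors' deposited log2 fold changes and p-values, adjusted over the same genes, gave 965 higher and 829 lower, so that 53.8% of calls were higher as against 41.3%. After a correction for GC content, 66 genes were higher and 130 lower. The mRNAs at least 2-fold enriched numbered 37 with that correction and 158 with the authors' values. Without protrusions replicate 1, 14 genes were higher and 144 lower, and 144 mRNAs were at least 2-fold enriched. Without cell bodies replicate 1, cell bodies replicate 2 or protrusions replicate 2, limma called 0 genes, although 3157, 2362 and 1899 had an unadjusted p under 0.05, and 127, 151 and 73 mRNAs were at least 2-fold enriched. Protrusions replicate 1 also held mRNAs typical of liver. A set of 40 summed to 56.0 TPM there and to at most 3.07 TPM in any other library, and 0 of the 73 mRNAs were on the liver lists. The minimum of 1 TPM in cell bodies left little room for them. The 40 together summed to 1.55 and 2.29 TPM in cell bodies replicates 1 and 2.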

After excluding lowly expressed mRNAs (TPM < 1 in the cell bodies), we identified 137 mRNAs that were twofold or more enriched in protrusions compared with the cell body (Fig. 1C,D). mRNAs with well-studied subcellular localization patterns behaved as expected in these data. For example, *Arpc3* and *RhoA* mRNAs were uniformly distributed (near 0 in Fig. 1C, red dots), while *Rab13*, *Cyb5r3* and *Net1*, which are known to be localized to protrusions in other nonneuronal cells, were enriched in protrusions (Fig. 1D).

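*Arpc3*, which encodes a subunit of the Arp2/3 complex, was at 281 ± 11.1 TPM (SD, n = 2) in cell bodies and 266 ± 14.3 TPM (SD, n = 2) in protrusions. Its log2 fold change was -0.08 (95% confidence interval -0.34 to 0.19, adjusted p = 0.667 from limma), and 0.02 in the authors' deposited table. *Rhoa*, which encodes a GTPase that acts on actin, had a log2 fold change of 0.27 (95% confidence interval -0.01 to 0.55, adjusted p = 0.167 from limma), from 408 ± 5.43 TPM to 493 ± 44.4 TPM (SD, n = 2 each). Both intervals lie within 2-fold.
*Cyb5r3*, which encodes a cytochrome b5 reductase, rose from 242 ± 6.77 TPM in cell bodies to 801 ± 64.5 TPM in protrusions (SD, n = 2 each), a log2 fold change of 1.72 (SE 0.11, adjusted p = 0.0230 from limma). It lies on chromosome 15 of GRCm38 from 83153501 to 83172208. *Rab13*, a gene for a small GTPase of vesicle transport, on chromosome 3 from 90220817 to 90225963, rose from 22.2 ± 2.02 TPM to 65.1 ± 2.41 TPM (SD, n = 2 each), a log2 fold change of 1.53 (SE 0.13, adjusted p = 0.0273 from limma). *Net1*, whose product activates RhoA, lies on chromosome 13 from 3882018 to 3918220. It rose from 62.1 ± 8.09 TPM to 129 ± 0.324 TPM (SD, n = 2 each), a log2 fold change of 1.06 (SE 0.13, adjusted p = 0.0342 from limma).
With *Kif1c*, these form a list of 4 mRNAs that the paper calls APC-dependent or ties to GA-rich elements, the latter being *Net1*. All are candidates of the study, chosen on these samples, so the list is not independent evidence of its direction. All 4 were higher, also when adjusted over the list alone, with a median log2 fold change of 1.63 (camera, adjusted p = 1.66e-06, and adjusted p = 0.304 with an estimated correlation). Each kept its direction without any one library. The adjusted p of *Net1* from limma was 0.0899 without cell bodies replicate 1, 0.162 without cell bodies replicate 2, 0.0581 without protrusions replicate 1 and 0.153 without protrusions replicate 2. Those of *Cyb5r3* and *Rab13* were also above 0.05 without any one library other than protrusions replicate 1.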

#### Phase 2: comparative analysis

We narrowed down our list of candidate mRNAs in two ways. First, we selected nine of the mRNAs that were most enriched in YUMM1.7 cells. 

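The 9 mRNAs were 2.89-fold to 5.94-fold higher in protrusions, and all 9 passed the test. They also held the first 9 ranks by fold here, once microRNA genes were left out. These ranks depended on single libraries. *Kif1c* and *Eif3f* were at ranks 10 and 41 without cell bodies replicate 2, and at ranks 10 and 22 without protrusions replicate 1. Without cell bodies replicate 1 or protrusions replicate 2, both stayed within the first 9. *Trp53inp2*, which encodes a regulator of autophagy, rose from 1.42 ± 0.0212 TPM to 10.9 ± 1.66 TPM (SD, n = 2 each), a log2 fold change of 2.57 (SE 0.20, adjusted p = 0.0273 from limma). *Cplx2*, a gene for a complexin that acts in vesicle fusion, rose from 6.90 ± 2.00 TPM to 29.5 ± 1.84 TPM (SD, n = 2 each), a log2 fold change of 2.04 (SE 0.22, adjusted p = 0.0336 from limma). *Cenpb*, which encodes a centromere protein, rose 3.25-fold, and *Mta1*, which encodes a chromatin regulator, rose 3.11-fold. *Sh3pxd2a*, which encodes the invadopodia scaffold TKS5, rose 3.02-fold, with replicate values that differed little, at 36.8 ± 0.486 TPM and 112 ± 4.53 TPM (SD, n = 2 each).
The others were *Kif1c*, *Eif3f*, *Cyb5r3* and *Rab13*. *Trp53inp2* was the candidate with the fewest reads, 73 in one of the libraries. The microRNA gene *Mir6925* (log2 fold change 2.23) lies inside *Kif1c*, so its reads cannot be separated from those of *Kif1c* with certainty.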

Second, we assessed which mRNAs are protrusion enriched in other nonneuronal cell types (fibroblasts and/or breast cancer) (Jakobsen et al. 2013; Mardakheh et al. 2015; Wang et al. 2017). 

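Supplemental Table S1 sets the mRNAs enriched in YUMM1.7 protrusions beside MDA-MB-231 breast cancer cells and NIH3T3 fibroblasts. In YUMM1.7 cells, the 33 mRNAs it gives as shared with at least 1 of these had a mean log2 fold change of 1.27 (SD 0.39). The 104 mRNAs it gives as enriched in YUMM1.7 only had a mean of 1.02 (SD 0.14). The difference of 0.24 was larger than chance by a two-sided permutation test over mRNAs (p = 1e-05, the smallest that 100000 permutations can give). Of the shared mRNAs, 26 were at least 2-fold enriched here and 28 passed the test, and of the YUMM1.7-only mRNAs 45 and 83. The groups also differed in transcript GC content, at 54.0% and 57.8% on average. After a correction for GC content, 19 shared and 16 YUMM1.7-only mRNAs were at least 2-fold enriched, and the difference of the means was 0.35.
The 11 mRNAs enriched in all 3 cell types, among them *Trp53inp2*, *Cenpb* and *Sh3pxd2a*, had a median log2 fold change of 1.27, and all 11 passed the test. The 16 shared with MDA-MB-231 cells, such as *Eif3f*, *Aven* and *Samd4*, had a median of 1.07, and 12 passed. The 6 shared with NIH3T3 cells, such as *Kif1c*, *Cplx2* and *Fth1*, had a median of 1.49, and 5 passed. With the replicate number as a block, all 33 shared and 103 of the YUMM1.7-only mRNAs passed. The study chose these mRNAs on the same samples, so their direction is not independent evidence, and the values of the other cell types were not analysed here.

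**Figure D2:**
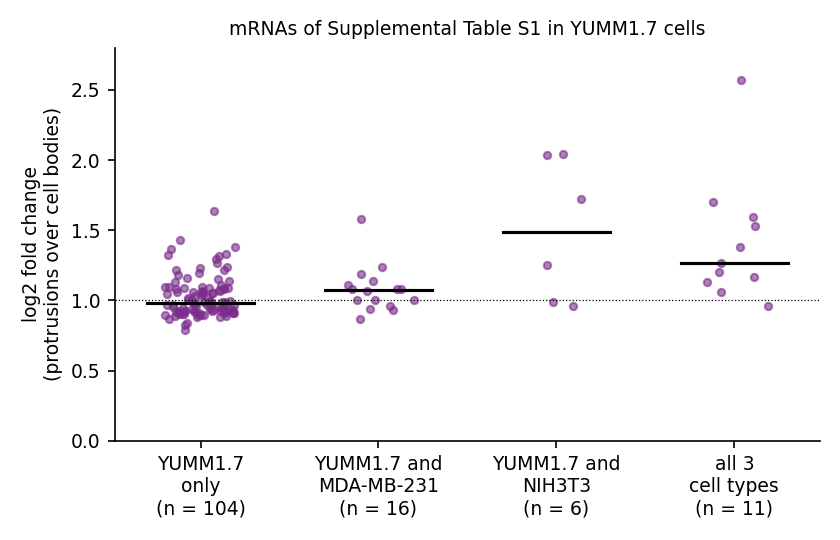
Log2 fold change of protrusions over cell bodies in YUMM1.7 cells for the 137 mRNAs of Supplemental Table S1 (points), by the cell types the table gives. Bars mark the group medians and the dotted line a 2-fold enrichment. The medians are 0.98 for YUMM1.7 only, 1.07 and 1.49 for mRNAs shared with MDA-MB-231 or NIH3T3, and 1.27 for all 3 cell types.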

While most of the localized mRNAs we identified were specific to YUMM1.7 cells (105 out of 137), many were localized in one or both of the other cell types (Fig. 1E; Supplemental Table S1). We selected 11 of these shared, localized mRNAs with the reasoning that, although the absolute enrichment of these mRNAs may be more moderate, they may have a higher chance of being biologically relevant due to their shared enrichment across cell types. In this way, we chose 20 candidate mRNAs that were particularly strongly and/or commonly enriched in protrusions (Fig. 1F).

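The 11 mRNAs chosen as shared were 1.76-fold to 2.41-fold higher in YUMM1.7 protrusions. Of these, 9 passed the test and 7 were at least 2-fold enriched. *Gdf11*, which encodes a secreted growth factor, was the most enriched, from 7.60 ± 1.96 TPM to 18.8 ± 2.20 TPM (SD, n = 2 each), a log2 fold change of 1.27 (SE 0.21, adjusted p = 0.0382 from limma). *Ppfia1*, which encodes liprin-α1 of the cell cortex, rose 2.25-fold and *Atf5*, a transcription factor gene, 2.19-fold. *Aven* rose 2.09-fold, *Samd4* 2.01-fold, *Pkp4* 1.94-fold and *Trak2*, which encodes a kinesin adaptor for mitochondria, 1.81-fold.
*Fth1*, which encodes the ferritin heavy chain, was at 1020 ± 68.4 TPM (SD, n = 2) in cell bodies and 2088 ± 927 TPM (SD, n = 2) in protrusions. The protrusion replicates lay far apart, and the adjusted p was 0.0953 from limma and 0.00370 with the replicate number as a block. *Anp32b*, which encodes a histone chaperone, was at 196 ± 54.8 TPM and 344 ± 88.7 TPM (SD, n = 2 each), with an adjusted p of 0.0953 from limma and 0.0165 with the block. *Fth1* has processed pseudogenes that may share its reads. Fig. 1F gives 6 of the 11 as enriched in all 3 cell types, and *Trak2* and *Anp32b* as enriched over 2-fold only in the other cell types.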

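All 20 candidates were higher in protrusions than in cell bodies in both replicates, from *Anp32b* to *Trp53inp2*. At an adjusted p under 0.05 from limma, 18 passed, and *Fth1* and *Anp32b* did not. With the replicate number as a block, all 20 passed, as they did with the authors' deposited values. At least a 2-fold enrichment was reached by 16, and *Fth1*, *Pkp4*, *Trak2* and *Anp32b* lay below it. The candidates cover a wide range of abundance, and *Fth1*, *Cyb5r3* and *Cenpb* were the most abundant in protrusions.
After a correction of the fold changes for GC content 13 passed, and 20 did with the block as well. Without protrusions replicate 1, 9 passed, and without any one of the other libraries, or with no minimum on TPM, limma called 0. The study picked these mRNAs from the same libraries, so the counts are not independent evidence of their direction. The paper reasons that mRNAs enriched across cell types, even where their enrichment is moderate, may more often matter to the cell.

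**Figure D3:**
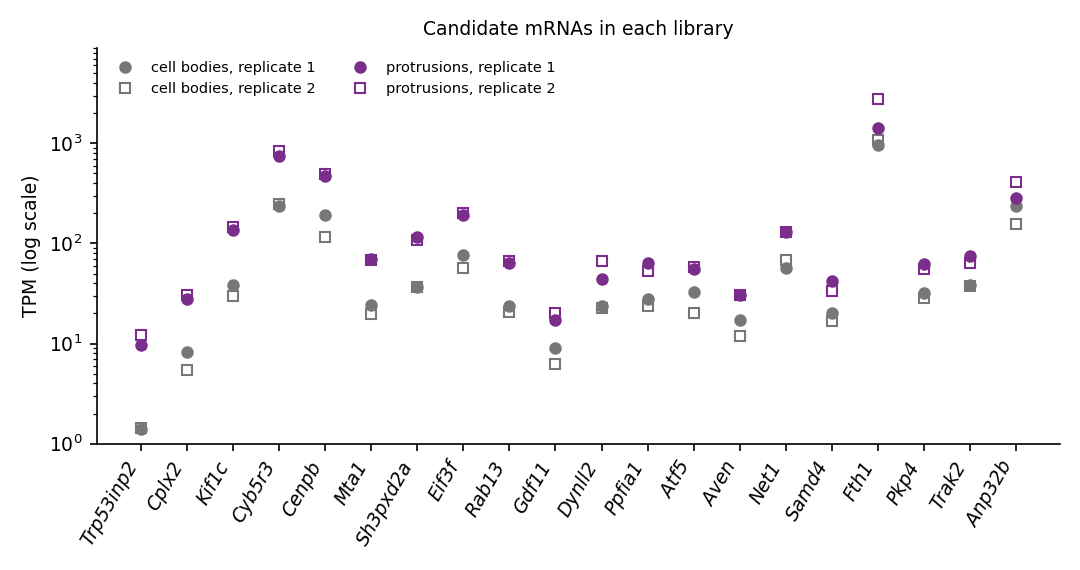
TPM, on a log scale, of the 20 candidate mRNAs in each of the 4 libraries, with cell bodies in gray and protrusions in purple, replicate 1 as filled circles and replicate 2 as open squares. In both replicates each candidate is higher in protrusions than in cell bodies.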

#### Phase 3: phenotypic screening

To identify candidates whose localization was most likely to regulate an observable phenotype in YUMM1.7 cells, we initially used gene loss of function as a proxy. This strategy assumed that a gene with a detectable loss-of-function phenotype would be more likely to manifest a phenotype upon mislocalization of the encoded mRNA, although the severity or nature of the phenotype might be different. The coding sequence of each candidate gene from phase 2 was targeted using lentivirally delivered CRISPR/Cas9 components, resulting in pools of cells containing heterogenous loss-of-function mutations. For each gene, we tested two separate guides, and efficacy of targeting was determined using high-throughput amplicon sequencing. In most cases, both guides for a given gene resulted in a >80% frequency of indels at the target site. Cell pools were also made with nontargeting guides to use as controls in all phenotypic assays. After targeting, cell pools were systematically screened for phenotypic changes in cell shape or cell motility using live-cell tracking (Fig. 2A,B). The tracking assays were performed at two separate time points (10 and 15 d after infection) to account for differences in cellular viability and/or protein stability. Thus, at the completion of the assays, each gene had been analyzed four times (two guides × two time points). For each gene, we selected the single treatment (guide and time point) with the strongest phenotype to be plotted as a representative (Fig. 2C–E). We first measured cell length and observed significantly shorter cells when *Mta1*, *Trak2*, or *Aven* was targeted (Fig. 2C). To quantify cell motility, we used two metrics: speed and persistence (how straight the cell migrates) (Fig. 2B). Cells in which *Dynll2* or *Eif3f* had been targeted migrated the fastest (Fig. 2D), while cells targeted for *Kif1c, Gdf11*, and *Eif3f* migrated the least straight (Fig. 2E). We selected *Kif1c* and *Eif3f* for further analysis because they exhibited strong migration phenotypes and were among the top 10 most localized mRNAs in YUMM1.7 cells. 

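*Kif1c*, which encodes a kinesin, rose from 34.2 ± 6.16 TPM (SD, n = 2) in cell bodies to 141 ± 7.28 TPM (SD, n = 2) in protrusions, 4.11-fold with a 95% confidence interval of 3.15-fold to 5.36-fold (adjusted p = 0.0273 from limma). The gene lies on chromosome 11 of GRCm38 from 70700548 to 70731970. Its fold was the third largest among mRNAs here. *Eif3f*, which encodes a subunit of the translation initiation factor eIF3, lies on chromosome 7 from 108934415 to 108941942. It rose from 66.7 ± 13.7 TPM (SD, n = 2) to 198 ± 5.44 TPM (SD, n = 2), 2.98-fold with an interval of 2.26-fold to 3.94-fold (adjusted p = 0.0335 from limma), at rank 8.
Of 13 tested eIF3 subunit genes, *Eif3f* alone was higher and 0 were lower, also when adjusted over the list alone, and the list's median log2 fold change was 0.06 (camera, adjusted p = 0.298). *Eif3a* had a log2 fold change of -0.40 (adjusted p = 0.0677 from limma) and *Eif3c* one of -0.34 (adjusted p = 0.0924). With the replicate number as a block, *Eif3a* was lower.
The ranks depended on single libraries. *Kif1c* was at rank 10 without cell bodies replicate 2 or protrusions replicate 1 and at rank 2 without protrusions replicate 2, while *Eif3f* was at rank 41 without cell bodies replicate 2, 22 without protrusions replicate 1, 5 without cell bodies replicate 1 and 4 after GC correction. The adjusted p of *Kif1c* was 0.0899 without cell bodies replicate 1, 0.162 without cell bodies replicate 2 and 0.0805 without protrusions replicate 2, and that of *Eif3f* was 0.0899, 0.162 and 0.129.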

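*Dynll2*, which encodes a light chain of dynein, rose from 23.3 ± 0.756 TPM (SD, n = 2) in cell bodies to 55.3 ± 15.2 TPM (SD, n = 2) in protrusions. This was 2.30-fold with a 95% confidence interval of 1.62-fold to 3.26-fold (log2 fold change 1.20, SE 0.20, adjusted p = 0.0382 from limma). The gene lies on chromosome 11 of GRCm38 from 87979525 to 87998298. By fold, *Dynll2* was at rank 26 among mRNAs and at rank 28 with microRNA genes included.
Of 25 tested genes of dynein, dynactin and their adaptors, 3 were higher and 1 was lower, also when adjusted over the list alone, and 4 and 2 with the replicate number as a block. *Dctn1*, which encodes the largest dynactin subunit, rose by 0.68 on the log2 scale, and *Spdl1*, whose product recruits dynein to kinetochores, fell by 0.91. The list's median log2 fold change was -0.02 and its mean 0.02 (camera, higher, adjusted p = 0.304), so the median and the test differ in sign.
Without cell bodies replicate 1, cell bodies replicate 2, protrusions replicate 1 or protrusions replicate 2, *Dynll2* was at rank 46, 79, 33 or 131. Its adjusted p was 0.0995, 0.171 and 0.161 without cell bodies replicate 1, cell bodies replicate 2 and protrusions replicate 2, and 0.0550 after a correction for GC content.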

We also selected *Dynll2*, which was among the top 20 most localized mRNAs in YUMM1.7 cells and was associated with a robust increased migration speed phenotype.

**Figure 2.**
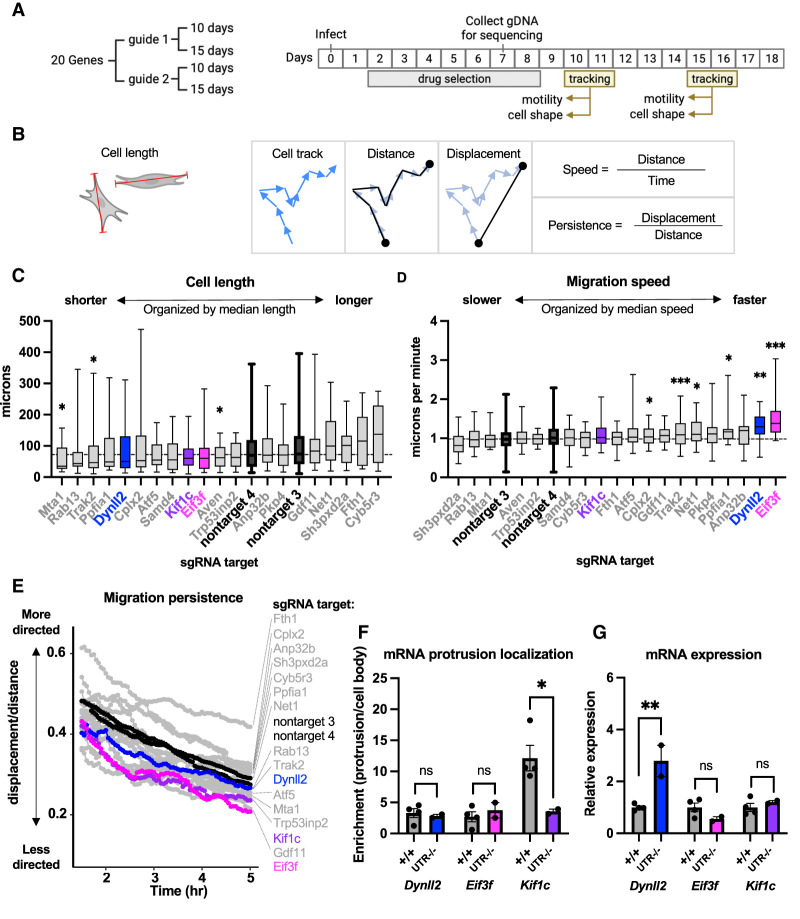
Functional prioritization of localized mRNAs and identification of *Kif1c* as a model for further study. (*A*) Outline of phenotypic screen. Coding sequences of candidate genes were targeted individually with CRISPR/Cas9, selected with puromycin, and then analyzed for phenotypes at two different time points. (*B*) Schematic of phenotypic analyses. (*Left*) Cells were measured along their longest axis (red lines). (*Right*) Speed and persistence were measured from cell tracks (blue arrows) after calculating distance (total path length) and displacement (straight line between first and last time point). (*C*–*E*) Only the top treatment (guide and time point) is shown for each candidate gene. Genes are ordered based on their median measurement; horizontal dashed lines mark the median of nontarget control treatments. Nontarget guides, *Dynll2*, *Eif3f*, and *Kif1c* are denoted in black or color. All other candidates are in gray. Cells were tracked migrating on uncoated plastic dishes for 5 h. *N* = >15 cells per assay for candidate genes. *N* = >150 cells per assay for nontarget guides. (*C*) Box plots of cell length measured from still frames. (*D*) Box plots of migration speed measurements. In *C* and *D*, the box shows the 25th to 75th percentiles, and the line in the middle is the median. Whiskers are drawn down to the smallest value and up to the largest value. (*E*) Migratory persistence over time. (*F*,*G*) Mean and SEM from qRT-PCR on cells with endogenous 3′ UTR deletions. qRT-PCRs on fractionated cells were normalized to the diffuse mRNA *Arpc3*. qRT-PCR on bulk mRNA was normalized to *Ywhaz. N* = 2–4 biological replicates per condition. All statistical tests are unpaired *t*-test compared with +/+. (***) *P* < 0.001, (**) *P* < 0.01, (*) *P* < 0.05.

#### Phase 4: *cis*-element identification

mRNA localization elements are commonly but not always found in 3′ UTRs. To test whether the 3′ UTR harbors the localization element of *Dynll2*, *Eif3f*, and *Kif1c*, we simultaneously introduced Cas9 and two sgRNAs (one targeting just after the stop codon and one targeting just prior to the polyadenylation sequence) and isolated clonal populations of cells with homozygous 3′ UTR deletions. Loss of either the *Dynll2* 3′ UTR or the *Eif3f* 3′ UTR did not have a significant effect on mRNA localization, suggesting that the *cis*-element is elsewhere in these mRNAs (Fig. 2F), although loss of the *Dynll2* 3′ UTR did result in increased mRNA expression (Fig. 2G). In contrast, loss of the *Kif1c* 3′ UTR abrogated mRNA localization without affecting mRNA expression, making it the best overall candidate for mechanistic study (Fig. 2F,G).

### *Kif1c* mRNA localization requires a short GA-rich element in the proximal 3′ UTR

The *Kif1c* 3′ UTR is >3000 nt long, so we next sought to identify minimal deletions that impair mRNA localization. A previous study using a reporter construct and the *Kif1c* 3′ UTR suggested that GA regions at the proximal end of the 3′ UTR may be most critical (Costa et al. 2020). To test this, we used dual sgRNAs to delete larger (∼130-nt) and smaller (∼35- to 55-nt) portions of the GA elements in the endogenous *Kif1c* 3′ UTR (Fig. 3A,B). Cellular fractionation confirmed that, like deletion of the entire *Kif1c* 3′ UTR, deletion of the GA elements resulted in mislocalization of *Kif1c* mRNA (Fig. 3C). None of the deletions affected total *Kif1c* mRNA abundance or cell viability, except for a modest growth deficiency in *Kif1c*^*ΔGA1*^, which is not uncommon in clonally derived cell lines (Fig. 3D,E). We conclude that *Kif1c*, like *Net1* and *Rab13*, uses GA-rich elements for protrusion localization.

**Figure 3:**
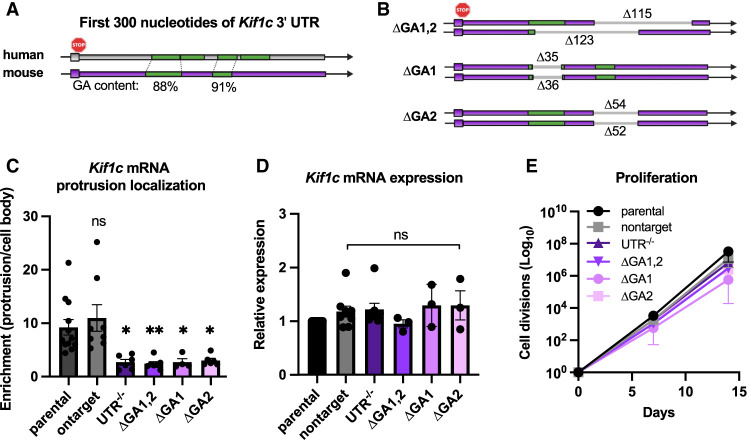
The *Kif1c* mRNA localization element is made up of multiple GA-rich sequences. (*A*,*B*) Schematics of the first 300 nt of the *Kif1c* 3′ UTR. GA-rich elements (green) are highly conserved between mice and humans. (*B*) Schematic of endogenous deletions generated in this study. Unique deletions on each allele of the various ΔGA clonal cell lines are shown. (*C*,*D*) qRT-PCR of *Kif1c* mRNA in cells with endogenous deletions. All qRT-PCR data were normalized to *Ppia* and *Ywhaz*, which were validated to be stably expressed and uniformly distributed in all genetic contexts under study. All statistical tests are ordinary one-way ANOVA compared with parental. *N* = 3–9 biological replicates per condition. (**) *P* < 0.01, (*) *P* < 0.05. (*E*) Cell divisions measured every 2–3 d for 2 wk. *N* = 2–6 biological replicates per condition. Mean + SEM is shown for *C*–*E*.

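In the GENCODE annotation of GRCm38, the *Kif1c* 3′ UTR is 3085 nt long and lies on chromosome 11 from 70728880 to 70731964 on the plus strand, at the end of a transcript of 6684 nt and 23 exons. G and A make up 48.2% of the whole 3′ UTR, but 65.3% of its first 300 nt and 46.3% of the rest. The one stretch covered by 25-nt windows of at least 90% G and A runs from nt 93 to nt 121 after the stop codon (70728972 to 70729000). Its sequence is AGAAAGCAGAGAGCAAGAGAGAGGGAAGG, with 93.1% G and A. A further GA-rich window runs from nt 158 to nt 182 (70729037 to 70729061), with the sequence GGAGGCTGAGGGAAGGAAGAGGGCG and 88% G and A.
The guides that Supplemental Table S3 gives for the GA deletions match this part of the 3′ UTR. Guide 1 lies at nt 68 to nt 87, guide 5 at nt 137 to nt 156 and guide 4 at nt 191 to nt 210. Between their cut sites, taken 3 nt from the end of each protospacer, 123 nt lie between guides 1 and 4 (77.2% G and A), 69 nt between guides 1 and 5 (79.7%) and 54 nt between guides 5 and 4 (74.1%). The first stretch thus lies between guides 1 and 5. The further window was sought between the cut sites of guides 5 and 4, as the one with the most G and A there, so its place is not a separate result. The human sequence was not analysed here.

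**Figure D4:**
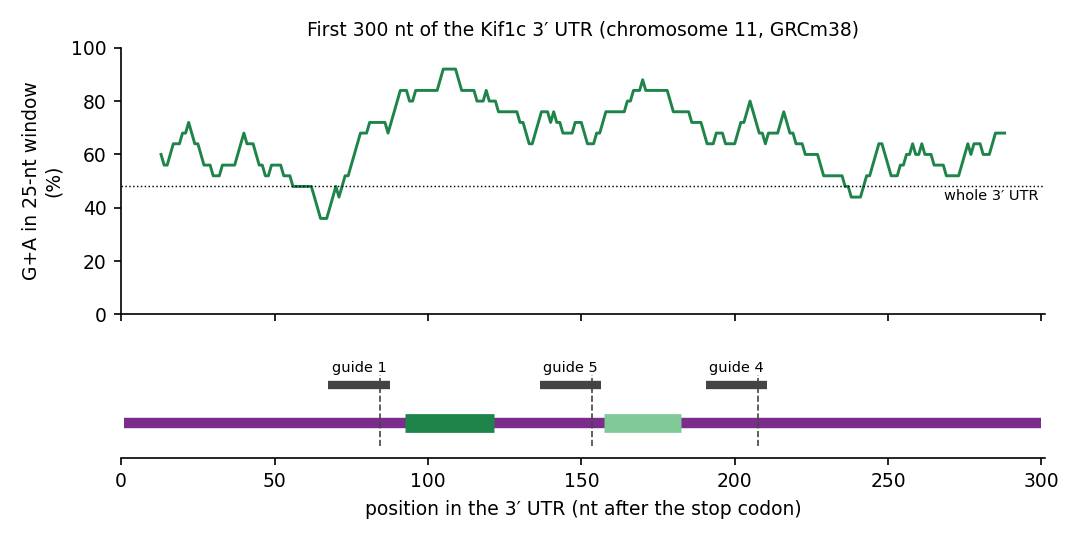
Top, percent of G and A in 25-nt windows over the first 300 nt of the mouse *Kif1c* 3′ UTR, with the dotted line at 48.2% for the whole 3′ UTR. Bottom, the same 300 nt with guides 1, 5 and 4 (dark bars), their cut sites (dashed lines), the stretch at nt 93 to nt 121 (dark green) and the window at nt 158 to nt 182 (light green). G and A are most frequent over the 2 green parts.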

### *Kif1c* mRNA localization does not regulate KIF1C protein abundance or distribution

mRNA localization can be an efficient way to regulate protein abundance and/or distribution. To test whether *Kif1c* mRNA localization affects these parameters, we first isolated protein from various *Kif1c*^+/+^ or *Kif1c*^*ΔGA*^ cell lines. No change in protein abundance, as measured by Western blotting, was detected (Fig. 4A,B). To visualize KIF1C spatially within the cell, we used homologous recombination to tag the C terminus of endogenous KIF1C with mCherry (Fig. 4C). Endogenous KIF1C:mCherry signal was localized perinuclearly and in cell protrusions, as previously described (Fig. 4D; Theisen et al. 2012). Next, we used CRISPR/Cas9 with dual sgRNAs to delete the GA1,2 localization element specifically on the mCherry-tagged allele. Localization of KIF1C:mCherry^ΔGA1,2^ was indistinguishable from KIF1C:mCherry^+/+^ and was readily found in cell protrusions (Fig. 4D–F). Finally, we used flow cytometry to measure changes in mCherry abundance. In agreement with our Western blot data, no change in protein abundance was observed (Fig. 4G). Thus, *Kif1c* mRNA localization does not detectably regulate KIF1C protein abundance or subcellular distribution.

**Figure 4:**
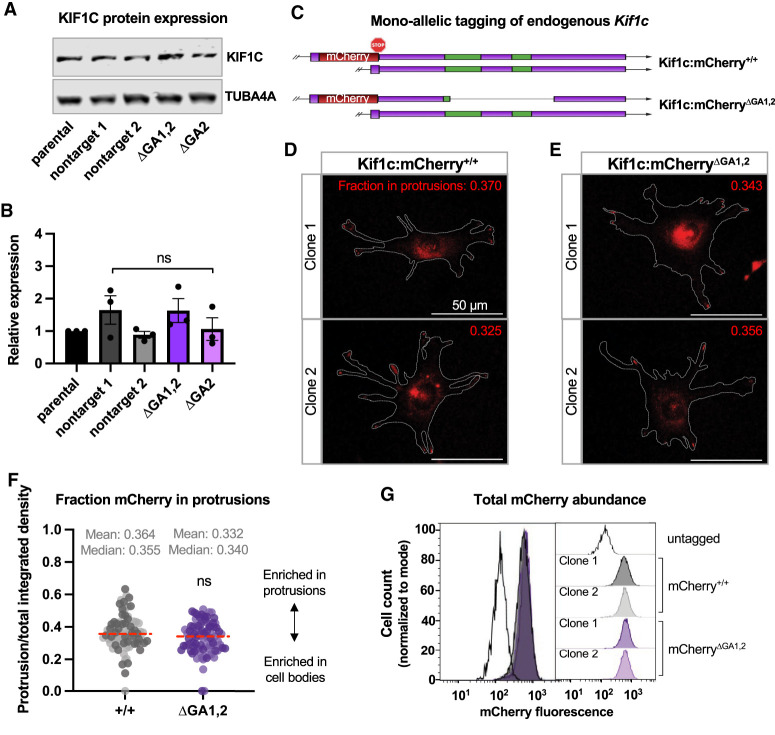
*Kif1c* mRNA localization does not affect KIF1C protein abundance or distribution. (*A*) Representative Western blot of KIF1C in total cell lysate. (*B*) Quantification of KIF1C abundance as measured by Western blotting and normalized to TUBA4A. *N* = 3 biological replicates, showing mean and SEM. (*C*) Schematic of mCherry insertion into the endogenous *Kif1c* locus and subsequent deletion of the ΔGA1,2 element. ΔGA1,2 clones 1 and 2 have 123 and 164 nt deleted, respectively. (*D*,*E*) Representative images of live cells expressing KIF1C:mCherry from localized mRNA (*D*) or mislocalized mRNA (*E*). An outline of the cells is provided in gray. The *inset* number is the value shown in *F* for the imaged cell. (*F*) mCherry fluorescence present in protrusions quantified from cells represented in *D* and *E*. Separate clones for each genotype are represented as lighter and darker points. The experiment was repeated three times with ≥10 cells per clone per experiment. Red dashed line is the median. (*G*) Quantification of total cellular mCherry fluorescence using flow cytometry. More than 12,000 cells per population were used. The same data are shown as an overlay (*left*) and individual populations (*right*). Statistical test in *B* is ordinary one-way ANOVA compared with parental, and statistical test in *F* is unpaired *t*-test.

### *Kif1c* mRNA localization is required for directional cell migration but is dispensable for APC-dependent mRNA trafficking

Knockdown of KIF1C has been independently shown to cause defects in directed cell migration and mRNA trafficking (Theisen et al. 2012; Pichon et al. 2021). Whether these processes are interdependent is unclear. Likewise, a causal relationship between *Kif1c* mRNA localization and downstream KIF1C functions has not been established. We hypothesized that mislocalization of *Kif1c* mRNA would lead to defects in KIF1C function and result in cell migration and mRNA trafficking defects. To test this, we first generated clonal loss-of-function mutants (*Kif1c*^*LOF*^) to serve as positive controls in our assays. To this end, we targeted the *Kif1c* coding sequence with CRISPR/Cas9 and obtained clonal *Kif1c*^*LOF*^ cells with biallelic early frameshift mutations, which introduce premature stop codons. As expected, *Kif1c*^*LOF*^ mutant cells exhibited decreased *Kif1c* mRNA expression and no detectable protein (Fig. 5A–C).

**Figure 5:**
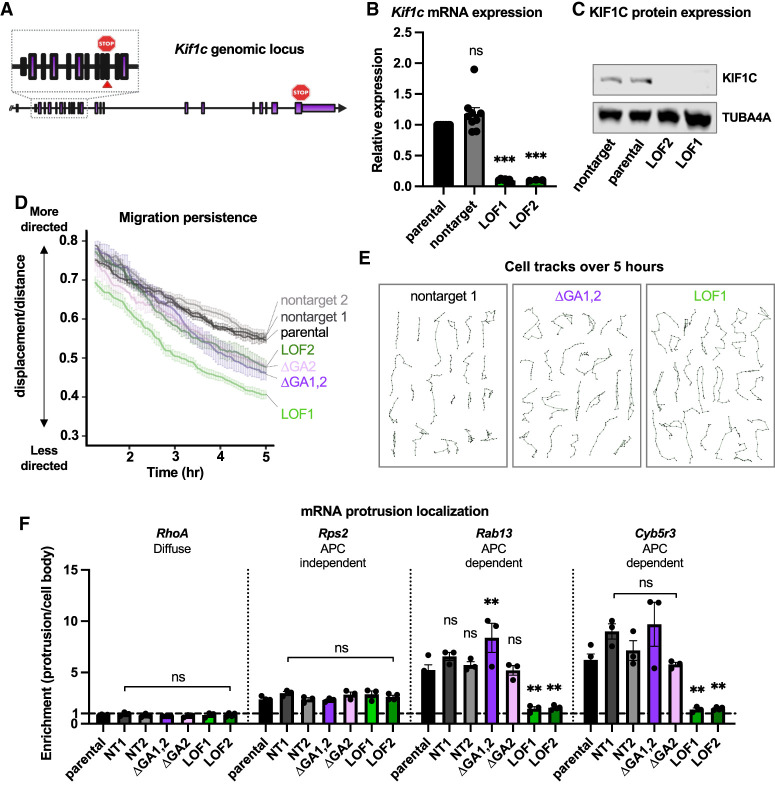
*Kif1c* mRNA localization is required for directed cell migration but dispensable for mRNA trafficking. (*A*) Schematic of the *Kif1c* genomic locus. The red arrowhead and stop sign in the *inset* denote cut site and location of premature termination codon in LOF alleles, respectively. LOF1 and LOF2 harbor 2- and 4-bp deletions in exon 11, respectively. (*B*) qRT-PCR on cells with endogenous deletions; mean and SEM are shown. *N* = 3–9 biological replicates. (*C*) Representative Western blot of total protein lysates. The experiment was repeated three times. (*D*,*E*) Cells were plated sparsely on fibronectin-coated plastic dishes for 18–24 h and then tracked every 3 min for at least 5 h. (*D*) Plot of migration persistence over time. Fifteen or more cells per genotype were used per experiment. The experiment was repeated three or more times per genotype. Error bars show SEM. (*E*) Individual cell tracks from a single replicate for the given genotypes. (*F*) qRT-PCR measurement of mRNA enrichment in protrusions in the indicated cell lines; mean and SEM are shown. All qRT-PCR data were normalized to *Ppia* and *Ywhaz*. *N* = 3–4 biological replicates per condition. All statistical tests are ordinary one-way ANOVA compared with parental. (***) *P* < 0.001, (**) *P* < 0.01.

We first measured the migration persistence of *Kif1c*^+/+^, *Kif1c*^*ΔGA*^, and *Kif1c*^*LOF*^ cells (as depicted in Fig. 2B), a metric of directed cell migration. Cells were plated sparsely on fibronectin-coated plates, allowed to acclimate overnight, and then tracked for 5 h. As expected, *Kif1c*^*LOF*^ cells did not migrate as persistently as *Kif1c*^+/+^ cells. Consistent with our hypothesis that mRNA localization is required for KIF1C function, *Kif1c*^*ΔGA*^ cells resembled *Kif1c*^*LOF*^ cells and displayed diminished directed cell migration (Fig. 5D,E).

We next measured mRNA trafficking by fractionating cells and examining the localization of multiple protrusion-enriched mRNAs. As expected, the APC-dependent mRNAs *Rab13* and *Cyb5r3* did not localize properly in *Kif1c*^*LOF*^ cells, while the APC-independent mRNA, *Rps2*, localized normally. Surprisingly, the APC-dependent mRNAs *Rab13* and *Cyb5r3* were properly localized in *Kif1c*^*ΔGA*^ cells (Fig. 5F). Thus, in contrast to the prediction that *Kif1c* mRNA localization is required for APC-dependent mRNA trafficking, we observed that KIF1C's role in mRNA trafficking does not require *Kif1c* mRNA to itself be localized. Taken together, these results demonstrate that the functions of KIF1C in cell migration and mRNA trafficking are separable and suggest that there are multiple pools of KIF1C protein that are established through localization of the *Kif1c* mRNA. Furthermore, the observation that mRNA trafficking occurred properly in *Kif1c*^*ΔGA*^ cells is consistent with our observation that these cells still have KIF1C in their protrusions, the destination of KIF1C when trafficking other mRNAs (Fig. 4C–E).

### Identification of endogenous KIF1C-interacting proteins

These data established that *Kif1c* mRNA localization is required for proper cell migration. However, as mRNA localization did not affect the distribution or abundance of KIF1C protein, the question remained as to how mRNA localization regulates KIF1C function. Like other kinesins, KIF1C carries cargoes along microtubules and can modulate different cellular processes dependent on which cargo it carries. We hypothesized that changes in mRNA localization may affect KIF1C function by impacting its binding partners, since mRNAs in the cell body or protrusions would be translated in the context of distinct sets of potential interactors of the nascent protein. To test this hypothesis, we carried out immunoprecipitation (IP) of endogenous KIF1C from *Kif1c*^+/+^ and *Kif1c*^*ΔGA1,2*^ cells, with *Kif1c*^*LOF*^ cells included as a negative control, followed by mass spectrometry to identify interacting proteins (Supplemental Table S2). We chose to immunoprecipitate endogenous KIF1C because overexpression of KIF1C leads to cellular phenotypes, such as increased Golgi object size (Lee et al. 2015) and length of cell tails (Theisen et al. 2012), and we did not want to overwhelm any regulatory processes acting on the protein.

Among the interactors detected in *Kif1c*^+/+^, *Kif1c*^*ΔGA1,2*^, or both cell lines, we observed known KIF1C binding partners such as RAB6A and HOOK3 (Fig. 6A; Lee et al. 2015; Siddiqui et al. 2019). A substantial number of the interactors (>40%) were related to the cytoskeleton, integrin signaling, and/or vesicle transport (colored dots in Fig. 6A). We looked for overrepresentation of biological pathways by comparing the interacting proteins with all genes expressed in YUMM1.7 cells. The broad classes of integrin signaling and cytoskeletal proteins were indeed enriched (5.8-fold and 6.5-fold, respectively). More striking, however, was the overrepresentation of barbed-end actin filament-capping proteins (17-fold) and Arp2/3 complex proteins (26.5-fold). In other cell types, KIF1C is thought to provide an interface for actin and tubulin, which is required for the formation of actin-based invasive protrusions called podosomes. Whether KIF1C is also serving in this role in melanoma cells or interfaces with actin to serve another role remains to be determined.

**Figure 6:**
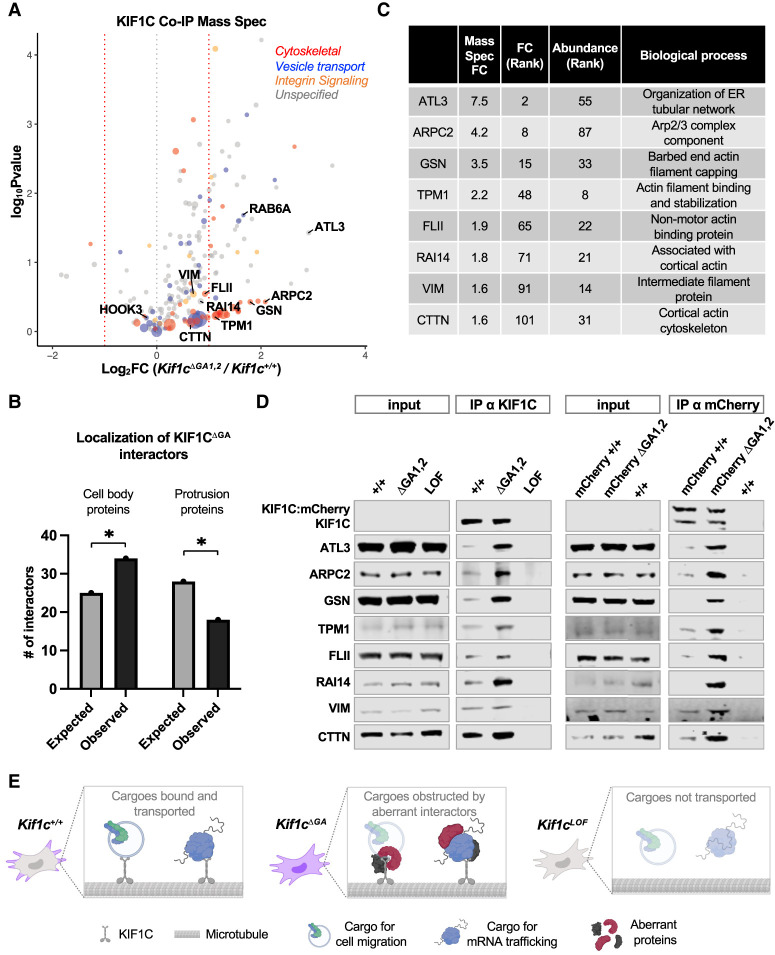
Identification of endogenous KIF1C binding partners and their regulation by *Kif1c* mRNA localization. (*A*) Mass spectrometry of endogenous KIF1C IPs; the size of the dot represents the abundance of the interactor. Only hits more than threefold enriched over *Kif1c*^*LOF*^ were included. Functional categories were determined using PANTHER and manual curation; many genes fall into more than one category. *N* = 3 biological replicates per condition. (*B*) Analysis of the expected and observed numbers of cell body- and protrusion-enriched proteins among the KIF1C^ΔGA^-preferred interactors (interactors with log_2_FC > 0). (*) *P* < 0.05 (χ^2^). (*C*) Fold change (FC; *Kif1c*^*ΔGA*^*/Kif1c*^+/+^), abundance rank, and a brief description of candidate proteins selected for validation. (*D*) Western blot analysis of co-IP assays with endogenous KIF1C from untagged cells (*left*) or mCherry-tagged KIF1C cells (*right*) using α-KIF1C or α-mCherry antibodies, respectively. Note that endogenous KIF1C is expressed at low levels and is undetectable in input samples under these conditions. (*E*) Proposed model: In *Kif1c*^+/+^ cells, *Kif1c* mRNA (purple) localizes to protrusions. KIF1C protein undergoes limited, specific protein–protein interactions and transports cargoes related to mRNA trafficking (e.g., APC) and cell migration (e.g., integrin). In *Kif1c*^*ΔGA*^ cells, *Kif1c* mRNA is diffuse in the cell body, and KIF1C protein engages with additional, aberrant interactors. KIF1C is still able to transport cargoes for mRNA trafficking, but cargoes for cell migration are affected through an unknown mechanism (faded cell migration cargo), which may include the cargo being lost, diminished, or unable to recycle properly. In *Kif1c*^*LOF*^ cells, *Kif1c* mRNA and KIF1C protein are absent, and all cargos are affected.

### Loss of *Kif1c* mRNA localization leads to dysregulated protein–protein interactions

When we plotted the relative change in binding interactions (*Kif1c*^*ΔGA1,2*^/*Kif1c*^+/+^), we noticed a pronounced skew of the volcano plot toward the right, suggesting that most interactions were increased when KIF1C was produced from mislocalized mRNA (Fig. 6A). One interpretation of this skew is that proper mRNA localization allows for preferential loading of selected KIF1C interactors that may be coenriched in protrusions, while KIF1C produced from mislocalized mRNA is loaded more promiscuously in the cell body. A prediction of this model is that the aberrant interactors in *Kif1c*^*ΔGA*^ cells would be proteins generally enriched in the cell body compared with protrusions. We tested this prediction by querying our interactors against a previously generated data set that categorized proteins as being significantly enriched in cell bodies or protrusions (Dermit et al. 2020). Consistent with our model, interactors of KIF1C produced from mislocalized mRNA were enriched for cell body-specific proteins, while protrusion-specific proteins were relatively depleted (Fig. 6B).

To validate these results, we ranked hits based on their absolute abundance in the mass spectrometry data and their fold change of enrichment in *Kif1c*^*ΔGA1,2*^ compared with *Kif1c*^+/+^ cells. From this group, we selected eight proteins that represent a range of differential enrichment values and included a barbed-end actin filament-capping protein (GSN) and an Arp2/3 complex protein (ARPC2) (Fig. 6C). Co-IP assays using an α-KIF1C antibody followed by Western blotting confirmed that these protein–protein interactions were increased upon *Kif1c* mRNA mislocalization (Fig. 6D). As an independent approach, we also carried out co-IPs using an α-mCherry antibody in the KIF1C:mCherry-tagged cell lines and observed the same results (Fig. 6D). Because only one allele of *Kif1c* was tagged, the α-mCherry co-IPs also allowed us to distinguish nontagged KIF1C, which copurified with tagged KIF1C due to dimerization irrespective of mRNA localization. In both untagged and tagged cell lines, we observed a reproducible range of enrichment of the validated KIF1C interactors. For example, some proteins (e.g., VIM and CTTN) were modestly enriched in *Kif1c*^*ΔGA1,2*^ cells yet still readily detectable in *Kif1c*^+/+^ cells, while other proteins (e.g., GSN and ATL3) were barely detectable in *Kif1c*^+/+^ cells. We speculate that the former class of proteins may represent normal interaction partners that become dysregulated in response to mRNA mislocalization, while the latter class may be aberrant interactors that opportunistically bind KIF1C when the mRNA is not translated in the proper context. In conclusion, these data reveal a critical role for *Kif1c* mRNA localization in dictating the specificity of KIF1C protein–protein interactions.

## Discussion

Subcellular mRNA localization is a widely used mechanism for increasing protein enrichment at a given site, such as in neurites or organelles (Engel et al. 2020; Gasparski et al. 2022). In contrast, mRNA localization to protrusions in nonneuronal cells does not give rise to protrusion-enriched proteins, yet is absolutely required for proper cell migration. Thus, mRNA localization to protrusions appears to serve a noncanonical and poorly understood purpose. Here, we demonstrate that *Kif1c* mRNA localization to protrusions is required for establishing the specificity of protein–protein interactions independently of protein abundance or localization. Like other APC-dependent mRNAs, the *Kif1c* 3′ UTR contains multiple GA-rich regions. While the precise identity of the minimal localization element remains unknown, we demonstrate that both GA-rich elements in the proximal *Kif1c* 3′ UTR are required, as deletion of either decreases the ability of the mRNA to localize. Furthermore, we show that KIF1C protein function is predicated, at least in part, on localization of *Kif1c* mRNA, and that KIF1C's downstream roles in cell migration and mRNA trafficking are mechanistically separable. Recently, it was shown that localization of another APC-dependent mRNA, *Rab13*, is required for proper loading of a key interaction partner (Moissoglu et al. 2020). The fact that *Rab13* and *Kif1c* are among the first APC-dependent mRNAs to be studied in detail strongly suggests that the regulation of binding partner specificity by mRNA localization will be a common mechanism in nonneuronal cells. Furthermore, we predict that RAB13 interactions may be more broadly dysregulated than previously appreciated.

These findings expand our understanding of how sequence elements in 3′ UTRs can regulate protein–protein interactions. In addition to serving as localization elements, sequences in 3′ UTRs can recruit specific proteins that are then poised to interact with the nascent polypeptide as it is translated, thus impacting the subsequent subcellular localization and function of the encoded protein (Berkovits and Mayr 2015). Altogether, these findings illustrate the diversity of mechanisms through which sequence elements in 3′ UTRs can govern protein function independently of regulatory effects on mRNA abundance or translation.

Our data show that *Kif1c* mRNA localization regulates cell migration but not mRNA trafficking. We hypothesize that these differential sensitivities to mRNA localization could, in some contexts, provide a mechanism for regulating KIF1C activity. For example, increased or decreased localization of the *Kif1c* mRNA would provide a means to divert the pool of KIF1C in order to enhance or suppress migration, as opposed to simply tuning the overall level or activity of the protein, which would also affect mRNA trafficking. Furthermore, because this would provide a post-transcriptional mechanism for regulating cellular behavior, it would allow for rapid responses to extracellular cues (Chrisafis et al. 2020; Moriarty et al. 2022). Examination of whether and how the degree of *Kif1c* mRNA localization is regulated is therefore an interesting direction for future investigation.

How *Kif1c* mRNA localization to protrusions modulates protein–protein interactions is unclear. One possibility is that mRNA localization permits only key interaction partners to gain privileged access to nascent proteins in an otherwise crowded cellular milieu. Without sequestration, ubiquitous cellular proteins may outcompete proper interaction partners for binding (see model in Fig. 6E). The variable effect of mRNA localization on downstream functions may derive from differential sensitivity to changes in binding partners. For example, cell migration requires continual recycling of integrins and is known to be sensitive even to overexpression of wild-type KIF1C protein (Theisen et al. 2012). As such, subtle changes in binding specificity may be sufficient to inhibit this process. Conversely, while less is known about mRNA trafficking, based on our results, we predict the interactions that regulate this process will be comparatively more stable and/or robust. Future work will need to address how individual interactors are differentially recruited and loaded and which are causal for specific phenotypes. We predict that such studies not only will explain the many roles of *Kif1c*, but will also improve our understanding of the functional significance of many other protrusion-localized mRNAs present across nonneuronal cell types.

## Materials and methods

### Cell culture

Established YUMM1.7 and COS1 cell lines were obtained from ATCC. COS1 cells were cultured in DMEM supplemented with 10% FBS and 5% penicillin/streptomycin. YUMM1.7 cells were cultured in DMEM:F12, HEPES with L-glutamine supplemented with 10% FBS, 5% nonessential amino acids, and 5% penicillin/streptomycin. The YUMM1.7 cell line was authenticated after receipt using allele-specific primers and confirmed to be negative for mycoplasma.

### Fractionation of cells, RNA-seq, and qRT-PCR

PET Millicell hanging cell culture inserts with 1-μm pores sized for six-well plates were coated on the bottom side with 30 ug/mL fibronectin. Fibronectin was diluted in sterile PBS, and inserts were coated for 15 min, aspirated, and allowed to dry. Cells were plated at 4 × 10^5^ to 8 × 10^5^ per membrane and placed in an incubator overnight. For fractionation, media was aspirated, cells were rinsed with RNase-free PBS and aspirated, and then cell bodies were scraped using a cell scraper and collected into 600 μL of RLT buffer from the Qiagen RNeasy kit. Inserts were rinsed with RNase-free PBS and cleaned with a cotton swab three times. The cleaned insert was carefully dislodged, placed inside a new tube with 600 μL of RLT buffer, and briefly vortexed. After cell bodies and protrusions were collected into RLT for each sample, the standard protocol for RNeasy was followed, including DNase digestion. RNA was eluted with 30 μL of RNase-free water. Sixteen microliters of protrusion RNA or 1 μL of cell body RNA was used for making cDNA with Takara PrimeScript RT master mix. cDNA was diluted 1:10, and 4 μL was used to carry out qPCR with power SYBR reagents. For qPCR, one to three inserts were used per sample. For RNA-seq, samples were prepared as above except samples were collected into Qiazol, and the Qiagen miRNeasy kit was used to allow for capture of small RNAs. There were two RNA-seq replicates, each with six inserts and 6 × 10^5^ to 8 × 10^5^ cells per insert. Libraries were generated from total RNA using TruSeq stranded total RNA LT sample preparation kit from Illumina and depleted for rRNA. Samples were run on the Illumina NextSeq 500 using V2.5 reagents and subjected to strand-specific, single-read, whole-transcriptome sequencing at a depth of 25 million to 35 million reads per sample. Quality assessment of the reads was done using FastQC. Reads were aligned to mouse reference genome mm10 using TopHat (v2.0.12), and differential expression analysis was carried out using edgeR. For qRT-PCR on bulk cellular RNA, RNA was prepared using RNeasy and then quantified, and an equal amount from each sample was used to make cDNA; cDNA was diluted 1:20 before use. For the candidate screen (Fig. 2), fractionated qRT-PCR data were first normalized to *Arpc3*, which is uniformly localized, and then scaled so that the localized gene *Pkp4* was equal in each experiment. This compensated for variability in the fractionation experiments. For all following qRT-PCR experiments (including bulk or fractionationed mRNA), qRT-PCR data were only normalized to the geometric mean of the uniformly distributed *Ppia* and *Ywhaz* mRNAs, and fractionation values were not scaled. *Ppia* and *Ywhaz* were confirmed to be stably expressed using NormFinder (Andersen et al. 2004). All primer sequences are provided in Supplemental Table S3.

### Protrusion enrichment across cell types

RNA localization data sets were downloaded from their original sources. One source was used for NIH3T3 cells (Wang et al. 2017), and two sources were used for MDA-MB-231 cells (Jakobsen et al. 2013; Mardakheh et al. 2015). All data sets were processed in Orthoretriever to convert gene IDs to gene names and to convert human genes to their mouse ortholog. The MDA-MB-231 data sets were merged such that, for any given gene, the higher measured protrusion enrichment value was maintained.

### Lentivirus production, generation of pooled knockout populations, and amplicon sequencing

Heterogenous knockout pools were generated using lentiCRISPR_v2 as described previously (Golden et al. 2017) using the top two guides for each gene from the Brie sgRNA library (Doench et al. 2016). Briefly, guides for candidate genes or two nontargeting guides were cloned into lentiCRISPR_v2 (Addgene 52961). Virus was generated by plating 3.5 × 10^4^ COS1 cells per well in a six-well plate and transfecting them on the second day with 1 μg of total plasmid per well at a 5:3:2 ratio of lentiCRISPR:psPAX2 (Addgene 12260):pMD2.G (Addgene 12259) using FuGENE HD. Viral media was collected after 48 and 72 h, passed through a 0.45-mm filter, and stored as aliquots at −80°C. Viral media was diluted 1:1 with YUMM1.7 complete media including 8 μg/mL polybrene and used to transduce YUMM1.7 cells in 12-well plates. Media was changed 24 h after transduction, and 2 μg/mL puromycin selection was started after an additional 24 h. Cells were selected for 6 d and expanded into 10-cm plates. gDNA for sequencing was collected on selection day 5 and prepared using Qiagen DNeasy. Sequencing libraries were prepared through two rounds of PCR: (1) gene-specific primers with overhangs and (2) overhang-specific primers for indexing and multiplexing. PCRs from each sample were concentration-matched, pooled, run on a 2% agarose gel stained with SybrSafe, gel-purified with Qiagen gel extraction kit, and sequenced on a MiSeq using MiSeq reagent Nano kit v2 at a depth of 1 million reads. Resulting FastQ files were analyzed using CRISPResso (Clement et al. 2019). Cells were plated for live-cell tracking on days 10 and 15 after infection, (which were days 8 and 13 after selection, respectively) and counted for proliferation every 2–3 d throughout. The phenotypic screen was carried out in rounds. Each round included two nontarget guides (except for the first round, which only included nontarget 3), as well as guides for two to four candidates. For statistical analyses shown in Figure 2, candidate phenotypes were compared with nontarget 3 phenotypes measured from the same round. However, for graphing purposes in Figure 2, nontarget measurements from all rounds of analyses were plotted together. Targeting *Cenpb* generated only ∼10% indels, and these cells were not included in the representative phenotypic analyses.

### Live-cell tracking

Live-cell tracking of single cells was carried out in 24-well dishes on a heated stage with atmospheric control using a Zeiss AxioObserver Z1 equipped to automatically perform time-lapse live-cell image acquisition. Cells were plated dilutely (∼500 cells per well) in plastic dishes without (Fig. 2) or with (Fig. 5) fibronectin coating, allowed to acclimate overnight, and then imaged using phase contrast and a 10× EC PlnN air objective with NA = 0.3 every 3 min for 8 h. Cells were manually tracked using Trackmate in Fiji. Cells that were in view over a 5 h period were used for analysis. For tracking on fibronectin, cells were excluded if they divided during the tracking window. Tracking data were processed with the chemotaxis tool (Ibidi) and then analyzed using Rstudio with a code prepared in-house. The code performed the following analyses: (1) For every cell, the distance and displacement were recorded for every frame. Distance is not “direction aware” and is the cumulative movement of the cell, also called the total path length. Displacement is “direction aware” and is the straight line distance from the original position of the cell to the final position of the cell. (2) For every cell, the persistence at every frame was calculated (persistence = displacement/distance). (3) For every frame, the mean persistence across all cells of a given genotype was calculated. Only cells that migrated for 100 frames were analyzed. For experiments with replicates, the mean of the replicates and the standard error of the mean were plotted for each time point. Speed was calculated as the total distance divided by the total time for individual cells, and only cells that were visible in ≥60 consecutive frames were analyzed. Cell shape was analyzed by measuring cell features in Fiji of all cells in view during the 50th frame of every movie. Cell length is the longest straight line that can be drawn for a given cell from tip to tip. Cell tracks were generated using DiPer (Gorelik and Gautreau 2014).

### Generation of clonal cell lines with deletions and insertions

To generate clonal cell lines, cells were transfected with px458 (Addgene 48138), which expresses GFP, Cas9, and sgRNA. Guides were selected using the UCSC genome browser-NGG target site function. GFP^+^ cells were single-cell-sorted 48 h after transfection. Clones were expanded and genotyped using primers spanning sgRNA cut sites. For deletions, two sgRNA were used; for indels, one sgRNA was used. The genotype of mutated alleles was determined using Sanger sequencing. For mCherry insertion via homologous recombination, one sgRNA targeting just after the stop codon was used, and px458 was cotransfected with a plasmid containing linker-mCherry flanked by >1000-nt *Kif1c* homology arms in which the PAM site for the sgRNA was altered to inhibit recutting after repair. Transfected cells were first sorted as GFP^+^ pools after 48 h and then single-cell-sorted for mCherry^+^ cells 6 d later. The tagged and untagged alleles were analyzed using Sanger sequencing. sgRNA sequences are in Supplemental Table S3.

### Live-cell fluorescent imaging and analysis

Live-cell imaging of fluorescent cells was carried out in Nunc Lab-Tek II eight-well chambered coverglass in live-cell imaging solution (Invitrogen) using a 40× EC PlnN oil objective with NA = 1.3 on a Zeiss AxioObserver Z1 with an AxioCam MRm monochrome digital camera. Coverglasses were coated with 30 μg/mL fibronectin diluted in PBS for 15 min, aspirated, and allowed to dry. mCherry-tagged cells and an untagged parental cell line were plated dilutely and allowed to adhere for 2 h. Cells were rinsed and then imaged in prewarmed imaging media. Six slices, 0.7 μm apart, with 1500-msec exposure time were captured for each cell using an HXP 120C light source and filter set 63HE, as well as a bright-field image. Cells were analyzed using Fiji as follows: Cell outlines were manually drawn. Cell bodies versus protrusions were distinguished using white light. The cell body was defined by edge of the rough matter surrounding the nucleus, which coincided with flexion points in the cell membrane near protrusions. Only the slice in which the base of the cell was sharply in focus was quantified. Only cells that unambiguously did not overlap with other cells or debris were used. Protrusion enrichment was calculated as follows: (1) The mean fluorescence per unit area for protrusions and cell bodies was calculated for every cell, including negative controls. (a) The integrated density and area of the whole cell and the cell body were measured. (b) Protrusion integrated density = whole cell integrated density − cell body integrated density. Protrusion area = whole cell area − cell body area. (c) Mean fluorescence (cell body or protrusions) = integrated density/area. (2) The average mean fluorescence in protrusions and cell bodies due to background autofluorescence was calculated by averaging the measurements from >10 negative control cells for each experiment. (3) The average protrusion-specific and cell body-specific background (quantified in step 2) was subtracted from protrusions and cell bodies of tagged cells. (4) The corrected protrusion and cell body fluorescence values were used to calculate fluorescence in protrusions/cell bodies.

Whole-cell fluorescence of tagged cell lines was measured using a BD Melody FACS and FlowJo software. Twelve-thousand to 16,000 tagged single cells per cell line were measured using the PE-CF594 laser. Cells were gated to visualize only living, single cells and then plotted with mCherry (height) on the *X*-axis.

### Coimmunoprecipitation mass spectrometry and Western blotting

Cells (4 × 10^5^ to 1.5 × 10^6^) were plated 2–4 d before collection in 15-cm dishes such that they were 90% confluent on the day of collection, with two dishes per sample. Samples were prepared in the cold room by rinsing briefly with ice-cold PBS, aspirating the PBS, and scraping the cells into a 1.5-mL tube using residual PBS. Cells were immediately spun at 1000*g* for 1 min and aspirated, and 300 μL of Thermo cell lysis buffer (NN0011) with 2× complete protease inhibitor and 2× PhosSTOP was added. Lysates were resuspended with gentle pipetting, rotated for at least 30 min at 4°C, and pelleted at 14,000*g* for 10 min, and supernatants were moved to a new tube. Lysates were precleared with 50 μL of washed protein G Dynabeads for 30 min, beads were discarded, lysate concentration was measured using Pierce BCA protein assay kit, and the volume and concentrations for each genotype (e.g., +/+, ΔGA, and LOF) were matched using extra lysis buffer as needed. For co-IP mass spectrometry, 4.5–5 mg of total protein was used for each replicate with 4 μg of KIF1C antibody (Kif1c/LTXS1; Bethyl Laboratories A301-072A). For co-IP Western blots, 3–4 mg of total protein and 2 μg of KIF1C antibody or 10 μg of mCherry antibody (mCherry monoclonal antibody; Invitrogen 16D7) were used. Antibody was added directly to lysates, the mixture was rotated for 90 min at room temperature, and then 75 μL of rinsed protein G Dynabeads was added and rotated for an additional 30 min at room temperature. Unbound proteins were removed by washing three times with wash buffer (50 mM Tris at pH 7.4, 150 mM NaCl, 0.02% NP-40, 1× PhosSTOP, 1× complete protease inhibitor), transferring the beads to a fresh tube, and eluting in 18 μL of 1× Laemmli buffer (Boston Bioproducts BP-111R). All of the eluate was run on NuPAGE 4%–12% Bis-Tris protein gels in 1.5-mm 15-well plates. For mass spectrometry, the proteins were run 10 mm into the gel, labeled with SimplyBlue SafeStain, carefully excised, and submitted for analysis on a Lumos mass spectrometer. Data were analyzed with Proteome Discoverer 2.4 and searched using the mouse protein database from UniProt. Proteins that were identified by a single peptide or identified but not quantified were omitted from analysis.

For Western blotting, whole-cell lysates were collected from confluent cells grown in a six-well plate. Cells were rinsed with ice-cold PBS and then scraped in 80 μL of cold RIPA buffer (50 mM Tris-HCL at pH 7.4, 1% NP-40, 0.5% Na-deoxycholate, 0.1% SDS, 150 mM NaCl) with 1× complete EDTA-free protease inhibitor (Sigma). Lysates were agitated for 20 min at 4°C and pelleted, and the supernatant was transferred to a new tube. Samples were diluted to 1× Laemmili. SDS-PAGE was run on NuPAGE 4%–12% Bis-Tris protein gels until the 20-kDa band of the protein ladder ran off the gel, and then the proteins were transferred to nitrocellulose membranes, blocked with milk, and blotted 1:1000 with the designated antibodies: TPM1/28477-1-AP, ARPC2/15058-1-AP, CTTN/11381-1-AP, GSN/11644-2-AP; RAI14/17507-1-AP, FLII/67039-1-Ig, and ATL3/16921-1-AP from Proteintech; VIM/sc-6260 from Santa Cruz Biotechnology; and TUBA4A/T6199 from Sigma. The following secondaries were used at 1:10,000 dilution: IRDye 800CW donkey antirabbit or antimouse IgG and IRDye 680LT goat antirabbit or antimouse from Li-Cor. For ATL3 and VIM, the following light chain-specific secondary from Fisher was used: IgG fraction monoclonal mouse antirabbit IgG, light chain-specific 790. Blots were imaged on a Li-Cor Odyssey Clx imaging system and analyzed with ImageStudio. For quantification, KIF1C and TUBA4A values were measured using ImageStudio.

### Quantification of protein enrichment in cell bodies and protrusions.

A list of human genes categorized across six cell types as encoding proteins that are significantly protrusion-enriched, significantly cell body-enriched, or not significantly enriched in either location was obtained from Dermit et al. (2020). Gene names were converted to mouse orthologs using Orthoretriever (5619 of 5905 genes successfully converted). The gene list was filtered to include only genes with TPM of >1 in YUMM1.7 cell bodies based on RNA-seq data (4954 genes). For the remaining proteins, the percentage localized in each cellular compartment was calculated (20% of proteins were protrusion-enriched, 18% of proteins were cell body-enriched, and 62% of proteins were not significantly enriched in either compartment). The percentages were used to determine the expected number of interactors from each compartment in the KIF1C mass spectrometry data set.

### Data access

RNA sequencing data generated in this study have been deposited in GEO (accession no. GSE219089).

## Supplementary Material

Supplemental Material

# Supplementary material for: Localization of Kif1c mRNA to cell protrusions dictates binding partner specificity of the encoded protein
**Source:** Genes Dev. 2023 Mar 1;37(5-6):191–203. doi: 10.1101/gad.350320.122
**Supplement:** Supplemental Material

Localization of Kif1c mRNA to cell protrusions dictates binding partner specificity of the encoded protein — Localization of Kif1c mRNA to cell protrusions dictates binding partner specificity of the encoded protein — Supplemental Material 

# Localization of *Kif1c* mRNA to cell protrusions dictates binding partner specificity of the encoded protein

## Supplemental Material

- Supplemental\_table\_S1.xlsx
- Supplemental\_table\_S2.xlsx
- Supplemental\_table\_S3.xlsx
- Supplemental\_legends.pdf

# Supplementary material for: Localization of Kif1c mRNA to cell protrusions dictates binding partner specificity of the encoded protein
**Source:** Genes Dev. 2023 Mar 1;37(5-6):191–203. doi: 10.1101/gad.350320.122
**Supplement:** Supplemental Material

## **SUPPLEMENTAL TABLES**

Supplemental Table S1:

- RNA-seq results
- Comparative protrusion enrichment values

Supplemental Table S2:

- Mass spec results

Supplemental Table S3:

- Guide sequences used for Lenticrispr\_v2
- Guide sequences used for generating clonal cell lines
- Genotyping primers for analyzing CRISPR alleles
- Primers for qPCR
- Primers for MiSeq

How the deposited data were processed for this re-analysis (not part of the article)

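RNA-seq of YUMM1.7 mouse melanoma cells was compared between cell bodies and protrusions, separated on membranes with 1-µm pores, with 2 libraries of each fraction. Samples were assigned to fraction and replicate from the submitters' labels and the paper's methods, which give 2 replicates of 6 inserts. The other experiments of the paper, among them imaging, qRT-PCR and Western blots, were not analysed here.

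The authors deposited 1 table of 16537 genes. It holds TPM per library, made by the authors from strand-specific single reads aligned to mm10, and the authors' log2 fold change, p-value and FDR of protrusions against cell bodies from edgeR. The deposited log2 values also include the authors' mean log2 CPM. The paper's methods name FastQC and TopHat 2.0.12. The submitters' processing notes name FastQC, STAR, featureCounts and edgeR with no versions. The likelihood ratio score of each gene was made by the authors with edgeR, as deposited, and was not used here. How edgeR was parameterized is not given in the sources used here. Every TPM column has the same sum, and the authors' FDR is the Benjamini-Hochberg adjustment of their p-value. No per-sample column was left unused.

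The design set before the data were examined named a count model for a table of counts and limma for TPM. Since the table holds TPM, the limma branch was used. log2(TPM + 0.5) was fitted with limma 3.58.1 (R 4.3.3) with a trend in the prior variance, over the 11400 genes with a mean TPM of at least 1, and p-values were adjusted by Benjamini-Hochberg. The prior degrees of freedom were 3.81, and 10.2 with the replicate number as a block. Intervals are 95% confidence intervals from the moderated fit, and SDs are of TPM over 2 libraries. Fold changes on this scale understate changes of genes at low TPM.

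TPM keeps no depth, but gene length is the same in every library, so the ratios of a gene's TPM values give whole-read counts up to a constant, which the authors' mean log2 CPM set. All 4 values of each of the 16537 genes came out whole within 0.01 reads. In simulated tables the recovery was exact for 99.98% of 11384 genes with a mean TPM of at least 1 and for 84.0% of 15760 genes of any level. The totals were 25864942 to 31002337 reads assigned to genes, with 14784 to 15123 genes detected in a library. Among the candidates the fewest reads in a library were 73, and among the controls 2933. The recovered reads served for depth and for an added limma voom fit.

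Supplemental Table S1 heads the values of a replicate as paired, and the deviations of the 2 fractions from their means correlated at 0.45 over 11400 genes within a replicate number. The replicate number was therefore taken to pair the samples, and the blocked fit is given beside counts and genes in the text whose call it changed. In 10 simulated data sets of this comparison the fit without the block recovered 18.9% of 2-fold and 83.1% of 4-fold changes, and the fit with the block 79.6% and 99.9%, with 0.0971% and 9.87% false calls. In these sets 100 genes were changed at each fold. In the data, 65 of the 73 mRNAs at least 2-fold enriched passed without the block, so these shares may not carry over.

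The study's rule for localized mRNAs, at least 2-fold enrichment at a TPM of at least 1 in cell bodies, was applied to the fitted folds and mean TPM, microRNA genes left out. The first sheet of Supplemental Table S1 was held only in part and served for no set test. Its second sheet, with 140 RNAs and the other cell types, was held in full. The 28 lists of genes of pathways, complexes and cell types, and the class of snoRNA genes by symbol, were set at the same time as the design. Lists with at least 3 tested members were compared with all other genes by camera at a preset correlation of 0.01, with an estimated correlation as an alternative. The alternative rests on the residual degrees of freedom, 2 without the block and 1 with it. The values of 1 list that passed, and of some members of the lists, are not reported here, and counts of lists and genes include them. In 10 simulations camera called 10 of 10 shifted and 0 of 10 unshifted lists of 40 genes. Permutation tests drew 100000 permutations and were two-sided. On sets of 150 genes with no shift 4 of 40 passed 0.05, and with a shift of 0.2 all 40 did.

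The genes named are those the paper names from the RNA-seq or in Fig. 1, the 10 with the largest called fold in each direction that moved the same way in both replicates (microRNA and snoRNA genes left out), and the 3 members of each list with the smallest p. *Mir17hg* was not counted among the 10 lower genes. *Mir6925*, *Snora36b*, *Snord8*, *Lgals4*, *Gm5424*, *Ass1* and the liver and interferon genes were named after their values were seen.

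GC content, transcript length and 3′ UTRs came from the GENCODE annotation and transcripts of GRCm38. Of the 16537 genes, 15663 matched by symbol and 653 by a RefSeq synonym, and 14592 had an annotated 3′ UTR. No genome sequence was used. GC and length corrections subtracted a loess fit of the fold changes with a span of 0.5. The alternatives set beforehand were no minimum on TPM, pseudocounts of 0.1 and 1, the block, each library left out in turn, the authors' values and the GC correction with and without the block. The length correction, the scaling by median ratios and the voom fit were added after the values had been seen. Calculations outside R used Python 3.11.15 with NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and matplotlib 3.10.9.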

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

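Chosen after the result was seen were the liver and interferon lists, the comparison of the liver mRNAs between the protrusion replicates, the length correction, the share of protein-coding genes among all tested genes, and the use of the blocked fit to read the GC test. The reading of the medians of the called genes beside the GC test was not part of that test.

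Several listed gene groups passed the test toward protrusions at the preset correlation, and none did with an estimated one. With an estimated correlation the test rests on 2 residual degrees of freedom, and its smallest adjusted p over all lists was 0.304. Not passing it therefore does not show that a list was unshifted. Of 82 ribosomal protein genes, 7 were higher and 0 lower (8 higher adjusted over the list alone, and 16 with the replicate block), 81 had a positive log2 fold change, and the median was 0.29 (camera, adjusted p = 3.36e-17, and adjusted p = 0.595 with an estimated correlation). *Rps2* rose by 0.90 and *Rps20* by 0.64 on the log2 scale. Many genes of this class have processed pseudogenes that share sequence. Of 39 Rab genes, *Rab13* and *Rab21* (1.20) were higher, also over the list alone, and 9 were with the replicate block. The list's median was 0.20 (adjusted p = 5.14e-05, and adjusted p = 0.304 with an estimated correlation).

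Of 40 genes of integrins and focal adhesions, 4 were higher, among them *Zyx* (0.99), *Parva* (0.84) and *Evl* (1.23), and 1 was lower (10 higher and 1 lower adjusted over the list alone, and 13 and 5 with the replicate block). The median was 0.14 (adjusted p = 0.0141, adjusted p = 0.595 with an estimated correlation, 0.102 after GC correction and 0.108 without protrusions replicate 1). Of 20 genes of kinesins, their light chains and adaptors, the motor gene *Kif1c* and the adaptor genes *Trak2* and *Trak1* (1.10) were higher and 0 lower, also over the list alone, with a median of 0.10 (adjusted p = 0.0470). That adjusted p was 0.595 with an estimated correlation, 0.111 after GC correction, 0.0765 with no minimum on TPM, and 0.0593, 0.0508 and 0.0774 without cell bodies replicate 1, cell bodies replicate 2 and protrusions replicate 1. Of 76 genes of oxidative phosphorylation, *Atp5e* (0.91) and *Sdhc* (0.78) were higher and 0 lower (1 higher over the list alone, and 7 higher and 2 lower with the replicate block). The median was 0.0848 (adjusted p = 0.00210, adjusted p = 0.595 with an estimated correlation). It was 0.03 without cell bodies replicate 2 (adjusted p = 0.206) and -0.0045 after length correction (adjusted p = 0.196).

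Other groups lay toward cell bodies. Of 43 genes of translocation and folding in the endoplasmic reticulum (ER), 22 were lower and 0 higher (38 lower and 2 higher adjusted over the list alone, and 36 lower and 1 higher with the replicate block). The median was -0.70 (camera, adjusted p = 1.55e-12, and adjusted p = 0.595 with an estimated correlation). *Sec62*, which encodes a translocon subunit, fell by 0.95, *Stt3a*, which encodes an oligosaccharyltransferase subunit, by 0.88 and *Ppib*, which encodes cyclophilin B, by 0.85. Of 32 genes of collagens and extracellular matrix, *Col5a2* (-1.03) was lower and 0 higher (0 over the list alone, and 8 lower with the replicate block), with a median of -0.42 (adjusted p = 0.00595, and adjusted p = 0.595 with an estimated correlation). Without cell bodies replicate 2 this median was -0.18 (adjusted p = 0.125). Of 62 genes of mitosis and cell division, 13 were lower and 1 higher (34 lower and 1 higher over the list alone, and 31 and 1 with the replicate block), with a median of -0.41 (adjusted p = 1.43e-06, and adjusted p = 0.595 with an estimated correlation). *Cenpf* fell by 1.04, *Kif20b* by 0.92 and *Hmmr* by 0.91. Of 9 nuclear long noncoding RNAs, 3 were lower and 0 higher (5 lower over the list alone, and 4 with the replicate block), the 3 being *Mir17hg* (-1.61), *Rmrp* (-0.94) and *Rpph1* (-0.71), with a median of -0.70 (adjusted p = 0.00229, and adjusted p = 0.595 with an estimated correlation). Single-gene calls of all these groups were lost without cell bodies replicate 1, cell bodies replicate 2 or protrusions replicate 2, where limma called 0 genes and 3157, 2362 and 1899 had an unadjusted p under 0.05.

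Across 11286 genes, the log2 fold change rose by 0.26 for each 10% of transcript GC content (0.20 in replicate 1 and 0.33 in replicate 2), so the calls as a whole were weighed against GC content, transcript length and nuclear RNA. Length as the whole cause is argued against, since 93.9% of the calls with the replicate block, and 78.3% without it, were called again in the same direction after a correction for length. A lack of nuclear RNA in protrusions stays open, since 81.6% of the genes called lower with an annotated type were protein-coding against 93.4% of all tested genes, and mRNAs held in the nucleus are protein-coding too. With the block, 66.2% of calls stood after a correction for GC content, with medians moving from 0.66 (SD 0.27) to 0.55 (SD 0.29) for higher genes and from -0.73 (SD 0.30) to -0.67 (SD 0.34) for lower ones, while without the block 23.2% stood, which would have met the bound set for GC as the cause, with medians moving from 0.81 (SD 0.27) to 0.66 (SD 0.29) and from -0.91 (SD 0.30) to -0.85 (SD 0.34), and why those calls ended was not tested. GC content as the whole cause stays open, since the test set for it was the share of calls kept. That share gave no verdict with the block, at 66.2%, and met the bound without it, at 23.2%. The medians of the called genes kept most of their size in both fits, but these genes were picked by their uncorrected values. A GC bias in part of the fold changes stays open as well. It cannot be told apart from a difference between the fractions, since each library belongs to 1 fraction.

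Protrusions replicate 1 held mRNAs of the liver. All 40 listed liver mRNAs not seen before the test (100%) were highest in that library, where they summed to 56.0 TPM, as were the 11 seen first, with *Alb* at 28.4 TPM. Transcripts that these cells localize to protrusions in both replicates are argued against, since protrusions replicate 2 held 5.49% of the summed level of replicate 1 over the mRNAs not seen first, and 5.11% with those seen first, while localization in 1 culture alone stays open. RNA from liver fits these values, and 2 of 5 other tissues, adipose (7.03 TPM) and red blood cells (1.24 TPM), were also over 10 times higher there than in any other library, so a mixed source may account for it, while muscle (5.36 TPM), pancreas and kidney were not. How such RNA came into a cultured library, and whether it entered before or after fractionation, was not tested.

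Genes of the interferon response differed between the replicate numbers. Among 30 interferon-stimulated genes not seen before the test, the median log2 difference of replicate 2 and replicate 1 was 1.89 in cell bodies and 1.66 in protrusions, and 26 were over 2-fold higher in replicate 2 in both fractions, as were all 18 seen first, such as *Isg15* (8.41 and 137 TPM in cell bodies) and *Irf7* (1.33 and 35.9 TPM). A state of the cultures shared by both fractions may account for it, and what set that state was not tested. RNA from macrophages stays open, since 0% of the 9 macrophage markers in the table were over 2-fold higher in replicate 2 in both fractions, but only 2 reached a mean of 1 TPM, and in replicates 1 and 2 the 9 summed to 3.92 and 7.16 TPM in cell bodies and to 4.89 and 4.39 TPM in protrusions. The difference lies between the pairs, so it widens the spread of these genes within each fraction and leaves the fold changes between fractions balanced.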

How the results depend on the processing

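The length correction, the scaling by median ratios, the voom fit on recovered reads, the replicate block with each of these or with an estimated correlation, and the authors' rule with FDR were added after the data had been seen. The edgeR alternatives (RLE factors, library totals, likelihood ratio test) and the DESeq2 Wald test were not run, since the table holds TPM, and limma on log2(TPM + 0.5) is the setting reported throughout. All 20 candidates kept their direction under every setting run. Pseudocounts of 0.1 and 1, with 328 and 358 genes higher and 475 and 509 lower, moved no count of calls by over 1.5 times. Where 1 library is left out, the lone sample of its fraction is assumed to vary like the others.

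The counts of calls, 341 higher and 485 lower, moved with many settings. They were 0 and 0 with no minimum on TPM (3630 genes with an unadjusted p under 0.05 from limma), 921 and 1513 with the replicate block, 965 and 829 with the authors' values, 66 and 130 with GC correction, and 707 and 1258 with the replicate block and GC correction. With the replicate block they were 891 and 1449 after length correction, 1614 and 1739 after scaling by median ratios, and 1878 and 1947 with voom, which gave 786 and 818 without the block. With libraries left out, 0 to 14 genes were higher and 0 to 144 lower. With no minimum on TPM, more genes were tested and genes at low TPM also entered the variance fit. With a library left out, fewer samples remained. The cause of the change in calls was not tested for any of these settings. The authors' values kept 761 of the 826 calls, voom 786 and GC correction 188.

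mRNAs at least 2-fold enriched numbered 73 here, 158 with the authors' values, 37 with GC correction with or without the replicate block, 152 with voom (150 with the block), 137 with the authors' log2 fold change, FDR under 0.05 and TPM over 1 in both cell body libraries, and 73 to 151 with a library left out. Of the candidates, 18 passed the test here, 0 with no minimum on TPM, and 0 to 9 with a library left out. snoRNA genes lower in protrusions numbered 44 here, 0 with no minimum, 71 with the replicate block, 25 with the authors' values, 26 with GC correction, 68 with both block and GC correction, 26 after length correction, 75 with the block and median ratios, 28 with voom, and 0 to 28 with a library left out. Their median of -0.85 had p = 0.104 with an estimated correlation, and p = 0.139 with the block as well. 12 gene lists passed here, and with an estimated correlation 0 did, with or without the block (smallest adjusted p = 0.304). The test with an estimated correlation has 2 residual degrees of freedom, and 1 with the block, so it had little room to pass any list.

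Signs reversed for 8 named genes, none of them past the test. With a library left out, *Ywhaz* went from -0.0410 (without cell bodies replicate 1) to 0.269 (without cell bodies replicate 2), *Mitf* from -0.0289 to 0.164 and *Pax3* from -0.190 to 0.00312 for the same libraries, *Dcn* from -1.704 to 0.159 and *Cd68* from -0.634 to 0.144 likewise, and *Flt1* from -0.381 (without protrusions replicate 1) to 0.172 (without protrusions replicate 2). With the authors' values *Arpc3* was at 0.0184 and *Krt10* at 0.00785. mRNAs of KIF1C interactors against other quantified proteins were at -0.00374 with the 5-fold threshold (p = 0.929 by permutation), and against all other genes at 0.0898 (p = 0.0278 by permutation) with at least 10 PSMs. The cause was not tested.

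Of 102 named genes, GC correction took 32 below the threshold and no minimum on TPM took 66, while the replicate block lifted 18 and the authors' values 13 past it. With the block 14 lists passed, the added ones being cholesterol synthesis and LARP and RNA transport proteins. Depth limits genes such as *Trp53inp2*, at 73 reads in 1 library, and more so *Rnu12*, *Rnu11* and *Lgals6*, at 21, 19 and 11 reads in protrusions replicate 1. The fit without a block missed most simulated 2-fold changes, so a gene that did not pass is not shown to be evenly distributed.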

Differences from the paper's values

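The paper reports 137 mRNAs at least 2-fold enriched in protrusions at a TPM of at least 1 in cell bodies, and 73 met those thresholds here. Of the alternatives set before the data were examined, the count lay within 1.5 times the paper's without cell bodies replicate 1 (127), without cell bodies replicate 2 (151), without protrusions replicate 1 (144) and with the authors' deposited log2 fold changes (158). Of these mRNAs, 86, 69, 87 and 137 are in the paper's table, so that 51, 68, 50 and 0 of the paper's were missed. The count was not within 1.5 times with no minimum on TPM (73), pseudocounts of 0.1 (90) and 1 (59), the replicate block (73), without protrusions replicate 2 (73), GC correction with or without the block (37), a TPM of at least 1 in both cell body libraries (72), a mean cell body TPM of at least 5 (58), or an adjusted p under 0.05 as well (65). The authors' deposited log2 fold change of at least 1 with an FDR under 0.05 and a TPM over 1 in both cell body libraries gave 137, a setting chosen after seeing the values, which dropped 0 of the paper's mRNAs. The voom fit (152) and scaling by median ratios (106), also chosen after seeing the values, came within 1.5 times and missed 5 and 35 of the paper's mRNAs. The paper states no threshold on FDR. The authors' log2 fold changes lay a median of 0.091 above those here. Scaling by median ratios raised the log2 fold changes by a median of 0.072 and the count to 106. A pseudocount of 0.1 raised the count to 90. Scale and pseudocount thus account for part of the lower count here. Of the 137 mRNAs in Supplemental Table S1, 71 were at least 2-fold enriched here, 111 were called higher, 136 were with the replicate block, and all 137 had a positive log2 fold change, with a lowest fold of 1.73 and a median fold of 2.00. The 2 that were at least 2-fold here and are not in the table were *LOC101056043* and *Myl9*.

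The paper reports 105 of its enriched mRNAs as specific to YUMM1.7 cells, and 45 of those the table gives as such were at least 2-fold enriched here. Among the alternatives set beforehand, the authors' deposited log2 fold changes gave 104, within 1.5 times. The others did not, at 45 with no minimum on TPM, 55 and 36 with pseudocounts of 0.1 and 1, 45 with the replicate block, 59, 48, 59 and 42 without cell bodies replicate 1, cell bodies replicate 2, protrusions replicate 1 and protrusions replicate 2, 16 with GC correction with or without the block, 45 and 35 with the other TPM minimums, and 42 with an adjusted p under 0.05 as well. The setting with the authors' FDR, chosen after seeing the values, also gave 104. Supplemental Table S1 lists 140 RNAs, of which 3 are microRNA genes, and its 137 mRNAs divide into 104 and 33.

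The paper places *Dynll2* within a stated number of its most localized mRNAs. Among mRNAs its rank here was 26, as by the authors' deposited fold changes, and 24 in the paper's own table once microRNA genes are left out (28 here and 25 in the table with them). None of the settings run, those chosen after seeing the values included, brought it above rank 25. *Kif1c* and *Eif3f*, at ranks 3 and 8 here, lay within the group the paper gives for them. *Fth1* and *Pkp4*, which Fig. 1F gives as over 2-fold enriched in YUMM1.7 cells, were 1.95-fold and 1.94-fold enriched here, and over 2-fold with the authors' deposited log2 fold changes.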

Other observations

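The GC correction of the comparison of shared with YUMM1.7-only mRNAs and of the GA-rich windows, and the interval of the interactor comparison, were chosen after the result was seen.

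Among the lists fixed beforehand, that of LARP and RNA transport proteins had 6 of 24 tested genes higher and 1 lower, also when adjusted over the list alone, and 6 and 2 with the replicate block. *Ybx3*, which encodes a Y-box RNA-binding protein, rose by 1.27, *Purb* by 0.84 and *Larp1*, which encodes a binder of mRNAs of the translation machinery, by 0.83 on the log2 scale. The list's median was 0.17 (camera, adjusted p = 0.0589, and adjusted p = 0.0378 with the replicate block, 0.00344 after GC correction). For this list adjusted p = 0.595 with an estimated correlation. Of 9 subunit genes of the Arp2/3 complex, *Arpc1b* (0.63) and *Arpc4* (0.75) were higher and 0 lower (3 higher over the list alone and 5 with the replicate block), with a median of 0.38 (adjusted p = 0.00162, and adjusted p = 0.408 with an estimated correlation). Of 12 tested genes of barbed-end capping, 0 passed, over all genes or over the list alone, with *Capzb* at 0.42 and a median of 0.06 (adjusted p = 0.165), and 1 was higher with the block. The list of the 4 control mRNAs had a median of 0.14 (adjusted p = 0.265), and 0 passed, also over the list alone.

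Of 22 genes of cholesterol synthesis, *Ebp* (-0.84) was lower, also over the list alone, and 7 were lower and 2 higher with the replicate block, with a median of -0.34 (adjusted p = 0.131, adjusted p = 0.0213 with the block and 0.0388 after GC correction, and adjusted p = 0.730 with an estimated correlation). Of 47 genes of DNA replication, *Rrm1* (-0.65) was lower (0 over the list alone, 6 lower and 1 higher with the block), with a median of -0.17 (adjusted p = 0.0982). Of 16 glycolysis genes, *Pgam1* (0.55) was higher (0 over the list alone), with a median of 0.03 (adjusted p = 0.260). Of 77 genes of mitochondrial ribosomal proteins, *Mrpl43* (0.65) was higher (0 over the list alone, 2 higher and 1 lower with the block), with a median of 0.03 (adjusted p = 0.165). Of 51 replication-dependent histone genes 0 passed, also over the list alone, with a median of -0.01 and a test on the higher side (adjusted p = 0.825). After GC correction the median was -0.21 (adjusted p = 0.0158, and 0.00783 with the block as well), and adjusted p = 0.971 with an estimated correlation and no correction. With the block 4 were higher and 4 lower, and the list's median went from 0.12 without cell bodies replicate 1 to -0.20 without cell bodies replicate 2. Mitochondrially encoded mRNAs were not analysed here.

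Of 5 tested fibroblast markers, *Pdgfra* (-1.10) was lower, also over the list alone, with a median of -0.62 (adjusted p = 0.234, and 0.0426 with the authors' values). Of 4 tested melanocyte genes 0 passed, also over the list alone, with *Gpnmb* at -0.67, *Pax3* at -0.09 and *Mitf* at 0.07 (list adjusted p = 0.651), and *Gpnmb* was lower with the block. The endothelial and keratinocyte lists had 1 tested gene each, *Flt1* (-0.10) and *Krt10* (-0.07), and the macrophage list 2, *Cd14* (-0.36) and *Cd68* (-0.25), and none of these passed.

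The paper ties APC-dependent localization to GA-rich 3′ UTR elements, and the hypothesis that mRNAs with a GA-rich 3′ UTR window lie higher in protrusions was tested over all genes. Of 10455 mRNAs with an annotated 3′ UTR, 1246 had a 25-nt window of at least 90% G and A with at least 30% of each. Their mean log2 fold change was 0.066 above that of mRNAs without a window within deciles of 3′ UTR length (p = 1e-05 by permutation, the smallest possible), and 0.037 above after GC correction (p = 0.00553), so a small shift is in line with the hypothesis. With 50-nt windows of at least 80% the difference was 0.063. Of the 20 candidates 6 had a window, namely *Cplx2*, *Kif1c*, *Cyb5r3*, *Sh3pxd2a*, *Rab13* and *Gdf11*, and *Net1* had none by this definition.

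A second hypothesis was that mRNAs of proteins that prefer KIF1C of GA-deleted cells lie in cell bodies. Of 290 such proteins in Supplemental Table S2, 274 had a tested mRNA. Their mean log2 fold change was 0.00701 above that of 975 other quantified proteins (p = 0.829 by permutation, 95% confidence interval -0.0563 to 0.0704 by Welch's method) and 0.048 above that of all other genes (p = 0.0886 by permutation). A small shift in either direction stays open.

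The mRNAs shared with other cell types differed from YUMM1.7-only mRNAs in GC content as well, at 54.0% and 57.8% on average (p = 4e-05 by permutation). After GC correction the difference in mean log2 fold change between the groups was 0.35, against 0.24 before. *Gm5424* (1.09) and *Ass1* (1.08), both in the study's table, occupy the same locus and are uncertain as separate results.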
